# Multiplexed Cas9 targeting reveals genomic location effects and gRNA-based staggered breaks influencing mutation efficiency

**DOI:** 10.1038/s41467-019-09551-w

**Published:** 2019-04-08

**Authors:** Santiago Gisler, Joana P. Gonçalves, Waseem Akhtar, Johann de Jong, Alexey V. Pindyurin, Lodewyk F. A. Wessels, Maarten van Lohuizen

## Abstract

Understanding the impact of guide RNA (gRNA) and genomic locus on CRISPR-Cas9 activity is crucial to design effective gene editing assays. However, it is challenging to profile Cas9 activity in the endogenous cellular environment. Here we leverage our TRIP technology to integrate ~ 1k barcoded reporter genes in the genomes of mouse embryonic stem cells. We target the integrated reporters (IRs) using RNA-guided Cas9 and characterize induced mutations by sequencing. We report that gRNA-sequence and IR locus explain most variation in mutation efficiency. Predominant insertions of a gRNA-specific nucleotide are consistent with template-dependent repair of staggered DNA ends with 1-bp 5′ overhangs. We confirm that such staggered ends are induced by Cas9 in mouse pre-B cells. To explain observed insertions, we propose a model generating primarily blunt and occasionally staggered DNA ends. Mutation patterns indicate that gRNA-sequence controls the fraction of staggered ends, which could be used to optimize Cas9-based insertion efficiency.

## Abstract (web summary)

Designing effective genome engineering strategies requires an understanding of the impact that genomic locus has on CRISPR-Cas9 activity. Here the authors use TRIP integrations to profile editing outcomes genome-wide and observe that gRNA sequence influences the structure of the double strand break.

## Introduction

Genome engineering has seen considerable progress in recent years, nurtured by the emergence of precision editing tools based on the bacterial clustered regularly interspaced short palindromic repeats (CRISPR)-associated protein 9. The CRISPR-Cas9 system complexes the endonuclease enzyme Cas9 with a guide RNA to induce double-strand breaks (DSBs) at a specific DNA locus^1–5^. For target DNA recognition and binding, CRISPR-Cas9 requires the presence of a short, conserved sequence known as protospacer-adjacent motif (PAM). The PAM consists of nucleotides NGG and is located downstream of the target sequence^6,7^.

Cas9-induced DSBs activate the cellular DNA damage response, mainly through non-homologous end-joining (NHEJ) or homology-directed repair (HDR)^8^. NHEJ is the most common DNA repair pathway^9^. In NHEJ, DNA ends are processed independently without a template prior to ligation, often producing mutations at the break site. HDR relies on sequence homology for repair and therefore depends on the availability of a donor DNA template, which can be acquired from the sister chromatid in S-phase^8^. In genome engineering applications, error-prone repair of Cas9-induced DSBs can be exploited to disrupt the target sequence and generate gene knockouts. Exogenous genetic material can also be integrated into host DNA by providing repair templates with custom oligonucleotides flanked by homology arms.

The CRISPR-Cas9 technology is used extensively for gene editing in vitro and in vivo, yet most factors controlling its nuclease activity are poorly understood. While effects of guide RNA on Cas9 nuclease efficiency and target specificity have been extensively characterized^10–14^, the influence of target sequence on induced mutation patterns remains unclear. Little is also known on the impact of genomic and epigenomic context at the target locus^15^. Early studies found that chromatin accessibility or DNA methylation affect the binding of catalytically inactive Cas9 (dCas9)^16–18^. Others showed that Cas9 binding and cleavage are sensitive to chromatin changes induced by nucleosome occupancy^19,20^ or administration of doxycycline^21^. Most literature suggests that genomic context influences Cas9 binding and cleavage, but effects on editing efficiency are less well understood. Several studies have observed weak correlations between epigenomic context and Cas9-induced mutation frequency at endogenous targets^17,22–24^. In particular, two of these studies showed that the significant effect of epigenomic context on Cas9 binding did not necessarily result in a detectable effect on Cas9-induced mutation frequency^17,22^.

Here, we characterize Cas9-induced mutations in the genomes of mouse embryonic stem (mES) cells. We aim to survey many loci for sufficient statistical power with minimal disruption of the native environment. However, it is not trivial to scale up the number of endogenous Cas9 targets. Compromising on guide RNA specificity increases off-target effects. Targeting repetitive sequences creates challenges for alignment and mutation calling, and results might not generalize to other kinds of sequences. Both approaches can generate a large number of cleavage events per cell, eventually leading to genomic instability and unreliable Cas9 activity profiling as a result. While multiple guides could instead be used to expand Cas9 targeting, this would also introduce target heterogeneity. Alternatively, we integrate thousands of barcoded target sequences throughout the genomes of a population of mES cells using our TRIP technology^25,26^. In this way, we multiplex Cas9 cleavage while keeping the number of targets per cell under control. The use of TRIP reporters further enables sequence-independent analysis of effects across the targeted loci. We investigate the usefulness of these hybrid exogenous-endogenous loci to profile Cas9 activity, and assess the impact of guide RNA sequence and targeted locus on induced mutation frequency and patterns.

## Results

### RNA-guided Cas9 targeting of integrated reporters

We profiled CRISPR-Cas9-induced mutations across the genomes of mES cells. First, we used TRIP^25,26^ to embed barcoded reporter genes randomly throughout the host DNA (Fig. 1a). We established a clonal TRIP cell line containing 36 PGK-driven integrated reporters (IRs) per cell, and a multi-promoter TRIP pool with ~1k IRs distributed heterogeneously across cells (Fig. 1b). 

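The guides were placed with the wild-type reads of the cell line assays. Positions count from base 1 of the reads of each guide's own assay. Strands are also those of these reads and not of the reporter gene. sgRNA1 has the sequence GCCGAGAGTGATCCCGGCGG, followed by the PAM CGG, lies on the antisense strand at bases 34 to 53 of the read and has a GC content of 75%. sgRNA2 has the sequence CGCCGGGATCACTCTCGGCA, followed by the PAM TGG, lies on the sense strand at bases 35 to 54 and has a GC content of 70%. The targets of sgRNA1 and sgRNA2 share 19 bases on opposite strands. sgRNA3 has the sequence AGTGTCACCTAAATCGTATG, followed by the PAM CGG, and lies on the sense strand of its reads at bases 10 to 29. It has a GC content of 40%, with 8 G or C among its 20 bases. The paper's template for knock-in (ssODN) holds the end of the sgRNA2 target and, further on, the reverse complement of the start of the sgRNA3 target. On the reporter, the target of sgRNA3 thus lies downstream of that of sgRNA2 and on the opposite strand. The nucleotides 3 and 4 upstream of the PAM, on either side of the 3|4 site, are C and G for sgRNA1, G and G for sgRNA2, and A and T for sgRNA3.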

We designed three single-guide RNAs (sgRNAs) targeting sites near the 3′-end of the IR gene body, cloned them into Cas9-sgRNA plasmids and used them in independent assays (Fig. 1c). After selecting Cas9-sgRNA-carrying cells, we amplified and sequenced IR target regions to characterize induced lesions. As proof-of-concept, we performed Cas9 disruption assays using sgRNA1-3 in the TRIP cell line (Fig. 1c). 

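The TRIP cell line is a single clone of mouse embryonic stem (mES) cells with 36 PGK-driven IRs, each marked by its own barcode. The authors deposited 1 sample per guide, in which every sequenced read is listed with its barcode, a lesion class (wild-type, deletion, insertion or complex), the changed bases and their position from a semi-global alignment to the reporter. Part of the reads also have an alignment score, which is left empty for most wild-type reads. Reads with one of the 36 barcodes made up 97.2% of the 203778 reads with sgRNA1, 97.2% of the 174002 reads with sgRNA2 and 96.6% of the 217969 reads with sgRNA3, and other barcodes were left out. This left 198078, 169141 and 210503 reads for sgRNA1, sgRNA2 and sgRNA3, and the fewest reads at any IR were 2105, 1581 and 1873. Mutation frequency was computed per IR as the percentage of its reads that were not wild-type, and deletion and insertion frequency as the percentage of reads of that class, and each was averaged over IRs. The Methods state that assays were done in triplicate and replicates merged, and the deposited data do not separate replicates, so the spread between IRs is given and no test compares the guides. In the sample labels, sgRNA1 and sgRNA2 share a number that sgRNA3 does not, and its meaning is not stated. If it marks a batch, batch and guide cannot be told apart for sgRNA3. The reads carry no unique molecular identifiers, so binomial intervals for shares of reads cover counting error only.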

By disruption, we refer to cleavage without the use of exogenous DNA. We also did disruption assays in TRIP pools to study mutations at a large number of loci. In addition, we performed editing involving the knock-in of a 21-nt single-stranded oligodeoxynucleotide (ssODN) to characterize template-dependent insertions. We used both sgRNA2/3 for disruption in TRIP pools (-ssODN), and only sgRNA2 for editing ( + ssODN) since the proximity between the sgRNA3 target and the IR barcode prevented the design of proper homology arms. 

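The TRIP pool is a mixed population of mES cells that carry different IRs, with 7 promoters in all. Reads were tagged with unique identifiers, and the authors parsed them for barcode and identifier, called their lesions, counted reads per barcode and lesion class, and joined the barcodes to IRs mapped on mm9. The 12 libraries of each assay are merged in a single table, and the paper's text does not name how the identifiers entered the counts. The tables hold 2224925 reads for sgRNA2 + ssODN, 2021831 for sgRNA2-ssODN and 769666 for sgRNA3-ssODN, with knock-ins counted as a class of their own with ssODN. The lesion classes sum to the total in all entries. Where an IR had several entries in a table, the one with most reads was used, and these entries hold 98.9%, 99.3% and 95.3% of the reads of the assays in the same order. Frequencies were computed per IR as in the cell line. With the libraries of an assay merged, there is no spread between replicates, and differences between assays are given with the number of IRs that show their direction. As in the cell line, the labels of sgRNA3 carry another number than those of sgRNA2, with the same limit if it marks a batch.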

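With at least 10 reads in all 3 pool assays, 2056 IRs are left, and with at least 100 reads 366 IRs. When the entries of an IR are summed, a choice made after seeing the data, 1371 IRs have at least 30 reads. At the minimum of 30 reads, the median IR has 133 reads with sgRNA2 + ssODN, 73 with sgRNA2-ssODN and 138 with sgRNA3-ssODN. The most reads at an IR are 137474, 132369 and 11575 in the same order.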

Finally, we analyzed all 36 IRs in the cell line, and also the 1359 IRs with at least 30 reads in all pool assays.

**Fig. 1:**
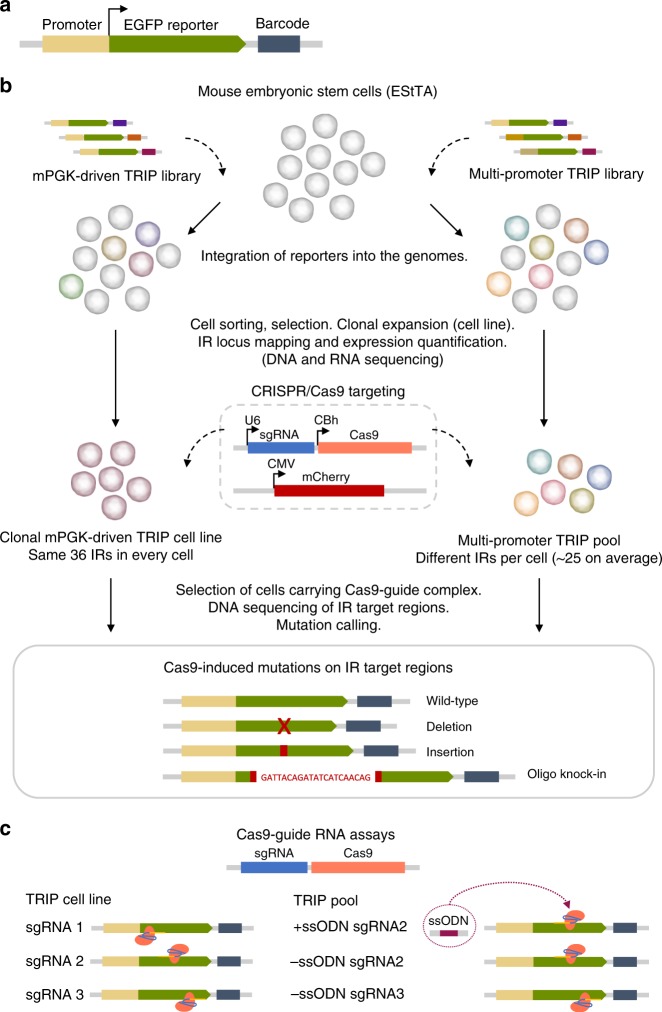
Overview of CRISPR-Cas9 assays in TRIP cell line and pools. **a** Barcoded TRIP reporter construct. **b** Clonal PGK-driven TRIP cell line with 36 IRs (left), and TRIP pool containing ~ 1k IRs with various promoters (right) - CMV, cMyc, Hoxb1, Nanog, Oct4, p53, PGK. Genomic location and expression of IRs were determined by DNA and RNA sequencing prior to Cas9 targeting of IR regions using different guides. Targeted DNA sequencing of IR regions was further used to characterize mutations arising from repair of Cas9-induced DSBs. (**c**) Cas9-guide RNA combinations used in independent assays. TRIP cell line was targeted using Cas9 complexes with sgRNA1, sgRNA2 or sgRNA3 (left). In TRIP pool assays, Cas9 was complexed with sgRNA2 or sgRNA3 (right). Knock-in of a single-stranded oligodeoxynuceotide (ssODN) was performed with sgRNA2

### Variation in Cas9-induced mutation frequency across IR loci

We first analyzed Cas9-induced mutation frequencies at the targeted loci, and the effects of different factors on those frequencies. Mutation frequency was determined per IR as the fraction of reads carrying a mutation amongst all reads mapped to that specific IR. Overall, Cas9-targeted IR sequences showed high mutation frequencies genome-wide in both cell lines and pools. Cell line averages were ~50% for sgRNA1/2 and ~65% for sgRNA3, while pools reached ~30% for sgRNA1/2 and ~60% for sgRNA3 (Figs. 2a, b). 

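Mean mutation frequency over the 36 IRs of the cell line was 51.2% ± 6.36 (SD over IRs) with sgRNA1, 53.0% ± 6.78 with sgRNA2 and 65.8% ± 5.35 with sgRNA3. Over the 1359 IRs of the pool it was 36.3% ± 30.4 (SD over IRs) with sgRNA2 + ssODN, 30.4% ± 28.1 with sgRNA2-ssODN and 59.5% ± 34.5 with sgRNA3-ssODN. Deletion frequency in the pool was 27.7%, 25.1% and 36.3% in the same order, and complex lesions made up 3.06%, 2.02% and 1.29% of reads. sgRNA1 was not used in the pool. The choice that moved the pool values most was how IRs were averaged. With all reads pooled over IRs, mutation frequency was 6.27% with sgRNA2 + ssODN, 3.28% with sgRNA2-ssODN and 69.5% with sgRNA3-ssODN. The tenth part of IRs with most reads held 90.1%, 93.3% and 62.9% of the reads in the same order.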

We examined how Cas9-induced mutation frequencies varied with sgRNA, IR locus, ssODN, and promoter.

**Fig. 2:**
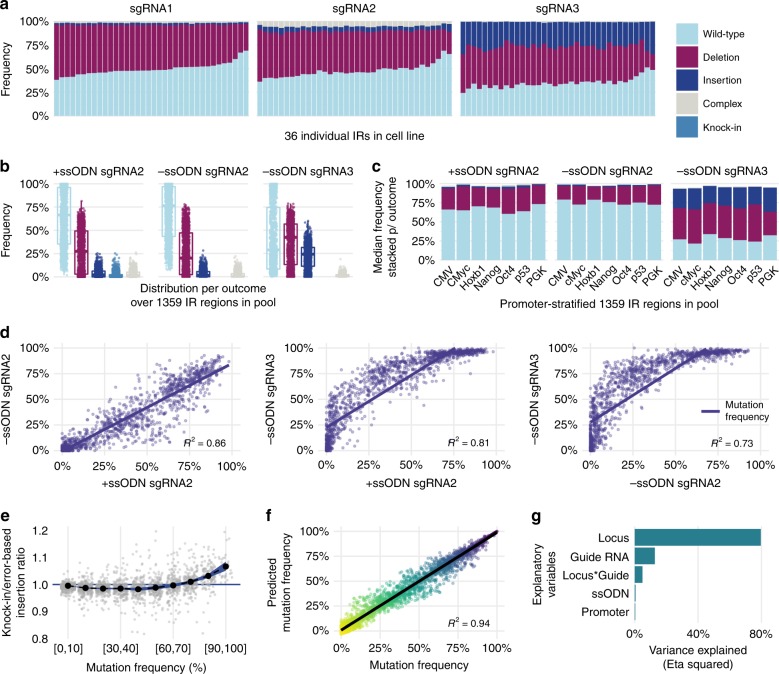
Contribution of IR locus, guide RNA, promoter and ssODN to Cas9-induced mutation frequency. **a** Frequency per outcome in cell line Cas9 assays, showing effects of IR locus and guide RNA. Each bar represents one of 36 IRs in the cell line, and each colored band denotes the fraction of reads exhibiting a particular outcome among all reads mapped to such IR (vertical axis). Outcomes: wild-type in light blue, deletion in red, insertion in dark blue, and complex mix of mutations in beige. **b** Frequency per outcome in TRIP pool assays, for guide RNA and ssODN inclusion combinations. Dots denote frequency (vertical axis) per outcome (color) for 1359 IRs with at least 30 reads in all assays. Boxes show the median, first and third quartiles of the frequency distributions; whiskers extend to 1.5 times the inter-quartile range from the top and bottom of the box. **c** Frequency per outcome in TRIP pools, stratified by promoter. Each bar denotes the subset of IRs associated with a given promoter; colored bands denote median frequency per outcome. **d** Correlation of IR mutation frequency across TRIP pool assays. Each dot indicates mutation frequency of a given IR in two different experiments (horizontal and vertical axes). Linear regression lines and corresponding R^2^ values denote correlations. **e** Ratio between knock-in and error-based insertions (vertical axis) with respect to binned IR mutation frequency (horizontal axis). Grey dots indicate ratios for individual IRs, black dots denote mean ratios within bins, blue ribbon shows 0.95 confidence interval around the mean. **f** Goodness-of-fit of linear regression model predicting mutation frequency based on IR locus, guide RNA, ssODN, promoter, and (locus, guide) interaction term. **g** Effect size or variance explained by variables in the regression model. Plotted are eta squared values for multi-way ANOVA tests based on type II sum of squares. Source data are provided in the Source Data file

### Guide RNA sequence-driven variation in mutation frequency

In line with previous reports, different guide RNAs led to systematic variation in IR mutation frequencies^1,13,27^. 

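In the cell line, mutation frequency was 14.5 percentage points higher with sgRNA3 than with sgRNA1 (SD over IRs 2.45), a 1.28-fold difference in the mean, and it was higher at 36 of 36 IRs. Against sgRNA2, it was 12.8 points higher (SD over IRs 2.55), a 1.24-fold difference, again at 36 of 36 IRs. The smallest difference at an IR was 6.62 points against sgRNA1 and 6.18 points against sgRNA2. Resampling the IRs gave 95% intervals of 1.26 to 1.31 for the fold against sgRNA1 and 1.22 to 1.27 for that against sgRNA2, which cover the spread between IRs and not that between cultures. Among the alternatives for mutation frequency, leaving complex reads out moved the difference from sgRNA2 most, to 13.7 points.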

Guide sgRNA3 was most efficient in the cell line with average 1.30-fold and 1.26-fold increases in mutation frequency relative to sgRNA1/2 (effect sizes 15% ± 1% for sgRNA3 vs. sgRNA1 and 13% ± 1% for sgRNA3 vs. sgRNA2, both with *p* ≈ 2.91 × 10^−11^, two-tailed Wilcoxon rank sum tests, Fig. 2a). The difference was largely due to insertions, showing 12.5-fold and 5.26-fold increases with sgRNA3 compared to sgRNA1/2. 

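Insertion frequency was 25.9% ± 3.66 (SD over IRs) with sgRNA3, against 2.30% ± 0.307 with sgRNA1 and 5.35% ± 0.961 with sgRNA2. This is an 11.3-fold and a 4.84-fold difference, and insertions were more frequent with sgRNA3 at each of the 36 IRs in both comparisons. The insertion gain of 23.6 points over sgRNA1 and 20.5 points over sgRNA2 exceeded the difference in mutation frequency, because deletions, and against sgRNA2 also complex lesions, moved the other way. Leaving out reads with an alignment score under the 10th percentile, which with sgRNA3 removes mutated reads for 99.1%, raised the folds to 13.1 and 5.27. From these frequencies, the paper concludes that the guides differ in mutation efficiency and that insertions contribute most of the difference.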

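Deletion frequency in the cell line was 47.2% ± 6.26 (SD over IRs) with sgRNA1, 44.5% ± 6.74 with sgRNA2 and 38.2% ± 6.31 with sgRNA3. It was lower with sgRNA3 than with sgRNA1 at 36 of 36 IRs and lower than with sgRNA2 at 35 of 36. The mean with sgRNA1 was 1.23-fold, and that with sgRNA2 1.16-fold, the mean with sgRNA3.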

Deletion frequency was more comparable across guides, varying by 1.23-fold and 1.10-fold between sgRNA3 and sgRNA1/2. 

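In the pool, mutation frequency was 29.2 percentage points higher with sgRNA3-ssODN than with sgRNA2-ssODN (SD over IRs 18.1), a 1.96-fold difference in the mean. It was higher at 1323 of 1359 IRs and lower at 28. The fold depends on the IRs and on how it is formed. It moved most with the reads pooled over IRs, to 21.2-fold or 66.2 points. It was 1.57 at the 366 IRs with at least 100 reads in each assay, 3.02 between the medians and 4.85 as the mean of the ratios per IR.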

Guide sgRNA3 was also the most efficient in TRIP pools, promoting an average 1.96-fold increase in mutation frequency (effect size 30% ± 1% sgRNA3-ssODN vs. sgRNA2-ssODN, *p* < 2.20 × 10^−16^, two-tailed Wilcoxon signed rank test; Figs. 2b, c). Again, insertions increased by 6.76-fold while deletions varied by 1.45-fold. 

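Insertion frequency in the pool was 21.9% ± 13.0 (SD over IRs) with sgRNA3-ssODN and 3.24% ± 4.22 with sgRNA2-ssODN, a 6.76-fold difference, and it was higher with sgRNA3 at 1267 IRs and lower at 17. Deletion frequency was higher with sgRNA3 at 1096 IRs and lower at 224, a 1.45-fold difference in the mean.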

Overall, we found that sgRNA1-3 resulted in different levels of mutation efficiency, mostly contributed by insertions.

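Of the difference in mean mutation frequency between sgRNA3-ssODN and sgRNA2-ssODN in the pool, insertions made up 64.0% and deletions 38.5%, with a small offset from complex lesions. In the cell line, insertions made up 162% of the difference between sgRNA3 and sgRNA1 and 161% of that between sgRNA3 and sgRNA2, offset by fewer deletions. Against sgRNA2, deletions made up -49.2% and complex lesions -11.6%, with a mean of 1.68% of reads with sgRNA3 and 3.15% with sgRNA2.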

### Locus-associated variation in mutation frequency

We questioned whether certain IR loci would be more prone to mutations than others. 

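Across the 36 IRs of the cell line, mutation frequency with sgRNA1 and sgRNA2 had an R2 of 0.963 (Pearson's r = 0.981, Spearman's rho = 0.959), with sgRNA1 and sgRNA3 0.858 (r = 0.926, rho = 0.828), and with sgRNA2 and sgRNA3 0.881 (r = 0.938, rho = 0.840). Two-sided permutation tests over IRs gave p = 1e-05 for each, the smallest that 100000 permutations can give, and an adjusted p of 1.5e-05 over the 9 relations of the cell line (Benjamini-Hochberg). Without the 2 IRs farthest from the median, R2 was 0.946, 0.746 and 0.767 in the same order. In the pool, mutation frequency across the 1359 IRs had an R2 of 0.859 between sgRNA2 + ssODN and sgRNA2-ssODN (rho = 0.928), 0.806 between sgRNA2 + ssODN and sgRNA3-ssODN (rho = 0.947) and 0.728 between sgRNA2-ssODN and sgRNA3-ssODN (rho = 0.939), each with a permutation p and an adjusted p over 9 relations of 1e-05. These are correlations across IRs, which are not independent replicates. Among 618 pool IRs that fell into groups of 5 or more by their read abundance in 4 other experiments, a grouping made after seeing the data, the R2 values were 0.927, 0.840 and 0.798 in the same order and fell to 0.496, 0.310 and 0.271 within groups.

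**Figure D1:**
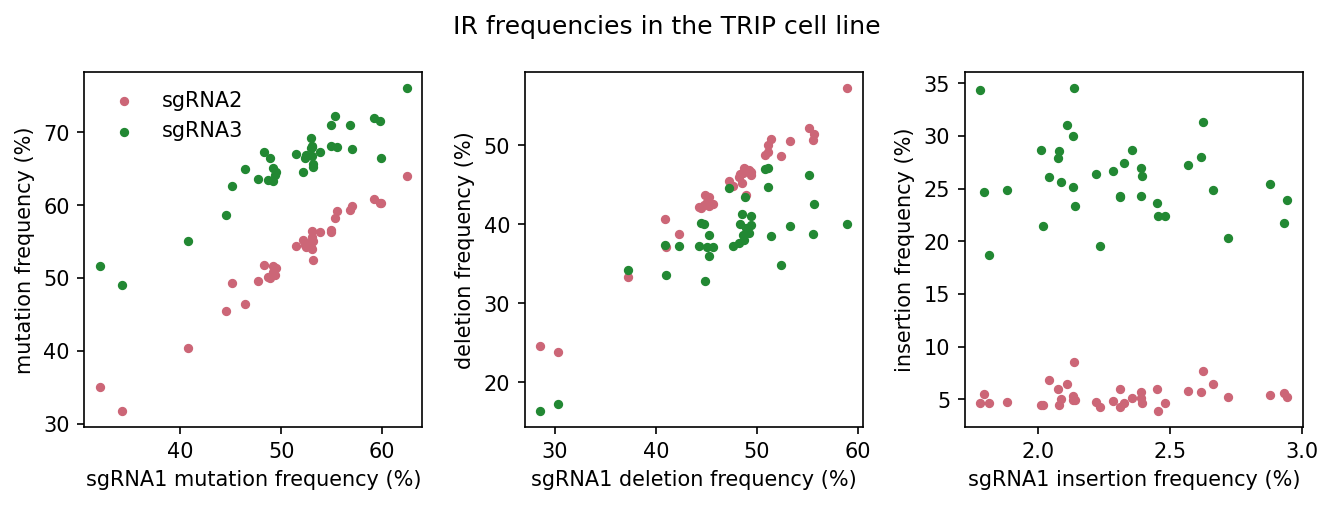
Mutation, deletion and insertion frequency in percent of each of the 36 IRs of the cell line, with sgRNA1 on the horizontal axis and sgRNA2 (red) or sgRNA3 (green) on the vertical axis. IRs with a higher mutation frequency with sgRNA1 also had a higher one with the other guides, with R2 of 0.963 and 0.858.

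**Figure D2:**
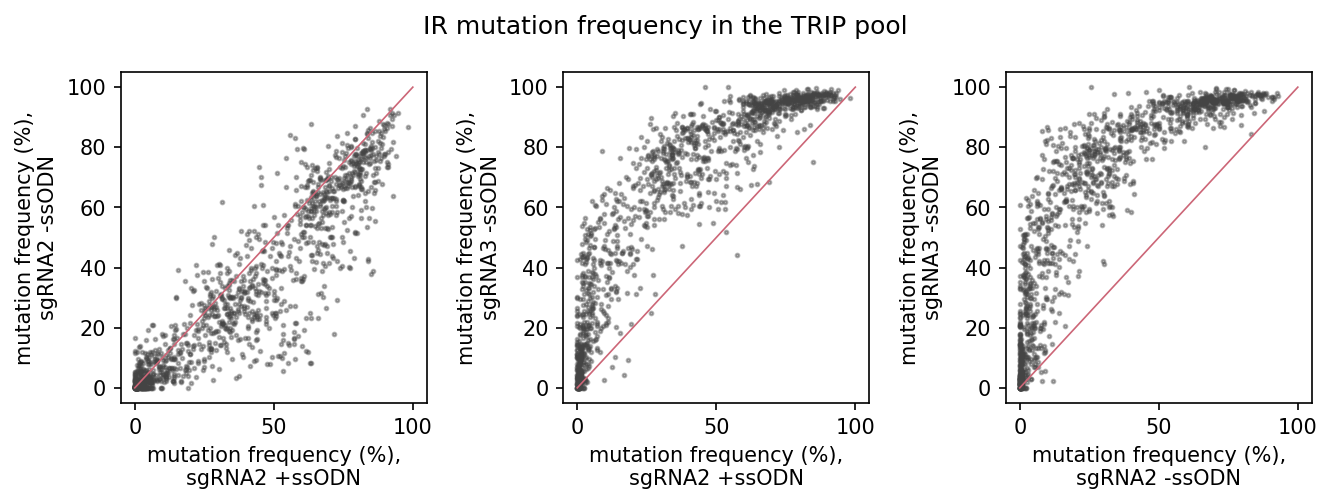
Mutation frequency in percent of each of the 1359 IRs of the pool, for each pair of assays. Points above the diagonal in the right panel, 1323 of 1359, had a higher frequency with sgRNA3.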

We saw that IR mutation frequency correlated strongly across cell line assays using the three sgRNAs, with *R*^2^ > 0.85 and F-test *p* < 3.13 × 10^−16^ (Fig. 2a), and across TRIP pool assays with *R*^2^ > 0.72 and F-test *p* < 2.16 × 10^−16^ (Fig. 2d). Correlations were lower for insertions ($$R^2 \le 0.30$$) than deletions ($$R^2 \ge 0.72$$), likely due to the scarcity of insertion events. 

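Deletion frequency in the pool had an R2 of 0.788 between sgRNA2 + ssODN and sgRNA2-ssODN, 0.770 between sgRNA2 + ssODN and sgRNA3-ssODN and 0.723 between sgRNA2-ssODN and sgRNA3-ssODN. For insertion frequency, R2 was 0.248, 0.303 and 0.238 in the same order. The logit scale moved these most, to 0.562, 0.551 and 0.528, and a minimum of 10 reads lowered them to 0.127, 0.187 and 0.153. In the cell line, deletion frequency had an R2 of 0.967 between sgRNA1 and sgRNA2, 0.623 between sgRNA1 and sgRNA3 and 0.677 between sgRNA2 and sgRNA3, and 0.943, 0.275 and 0.309 without the 2 IRs farthest from the median. Insertion frequency had an R2 of 0.0271 between sgRNA1 and sgRNA2 (permutation p = 0.337, adjusted p = 0.337). Between sgRNA1 and sgRNA3, r was negative at -0.205, with an adjusted p of 0.258. Between sgRNA2 and sgRNA3, R2 was 0.232 (permutation p = 0.00315, adjusted p = 0.00405), but it was 0.0489 without the 2 IRs farthest from the median (adjusted p = 0.269), so that the relation rests on those IRs. By Spearman's rho it did not pass the threshold either (rho = 0.325, adjusted p = 0.0701, with a range of 0.00591 to 0.269 over the alternatives).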

The highly reproducible mutation frequencies revealed consistent locus-specific susceptibility to Cas9-induced mutations (Figs. 2a, d).

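The IR with the highest mutation frequency of the cell line, averaged over guides, was BC_35, which ranked first with each guide. It lies at position 123391370 of chromosome 3 (mm9) in an intron of Ndst3, a gene on the minus strand from 123229084 to 123393770. Its mutation frequency was 62.5% with sgRNA1 (95% Wilson interval 60.7 to 64.2), 64.1% with sgRNA2 (62.2 to 65.9) and 76.1% with sgRNA3 (74.5 to 77.6). The lowest was BC_26, for which the authors' mapping gives no position. It had 34.2% with sgRNA1 (32.8 to 35.8), 31.8% with sgRNA2 (30.2 to 33.4) and 49.0% with sgRNA3 (47.3 to 50.6), the lowest of the 36 with sgRNA2 and sgRNA3. These intervals cover counting error only and lie far apart between both IRs. From the reproducible frequencies of the same IRs with different guides, the paper reasons that each locus has its own susceptibility to mutation by Cas9.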

### Knock-in and error-based insertion frequency

We examined the frequencies of error-based and knock-in insertions. Most insertions induced by Cas9-sgRNA2 in the TRIP pool resulted from errors in endogenous repair of Cas9-induced DSBs, with average frequencies per IR of 3.78% and 3.24% in disruption and editing experiments respectively (Fig. 2b). 

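Error-based insertions with sgRNA2 in the pool had a mean frequency of 3.78% ± 4.40 (SD over the 1359 IRs) in the editing experiment with ssODN and 3.24% in the disruption experiment without ssODN. They were more frequent with ssODN at 631 IRs and less frequent at 458. No insertion was read at 385 IRs with ssODN and at 525 IRs without.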

Knock-ins occurred only in editing assays with the integration of the designed 21-nt ssODN at the break site by HDR. Knock-in efficiency was low, as expected^15^, with an average of 1.74% per IR (Fig. 2b, left plot). However, knock-ins were more frequent than error-based insertions at IRs with total mutation frequency larger than 70% (Fig. 2e).

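Knock-in frequency with sgRNA2 + ssODN was 1.74% ± 3.20 (SD over the 1359 IRs). At least 1 knock-in read was present at 566 IRs, 41.6% of them, and none at 793 IRs. Given the low depth of many IRs, the absence of such reads does not rule out small frequencies there. In all, 7075 of 2162933 reads carried the knock-in. With reads pooled over IRs the mean fell to 0.327%, at IRs with at least 100 reads it was 2.91%, and the median over IRs was 0.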

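At the 256 pool IRs with a total mutation frequency above 70% with sgRNA2 + ssODN, mean knock-in frequency was 6.07% and mean insertion frequency 8.60%. Knock-ins outnumbered insertions at 79 of these IRs, which is 30.9%. At the 1103 IRs at or under 70%, the means were 0.741% and 2.66%, and knock-ins outnumbered insertions at 66 IRs. The mean over IRs of the ratio of knock-ins to insertions, over IRs with insertions, was 0.796 in the bin from 70% to 80%, 1.10 from 80% to 90% and 1.20 from 90% to 100%, and it was lower in every bin under 70%. The ratio of the bin means was 0.618, 0.774 and 0.741 in these 3 bins. Among the alternatives, a minimum of 100 reads moved the mean difference between knock-ins and insertions above 70% most, from -2.54 to -1.69 percentage points. The paper states that knock-ins overtake insertions at such IRs (Fig. 2e).

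**Figure D3:**
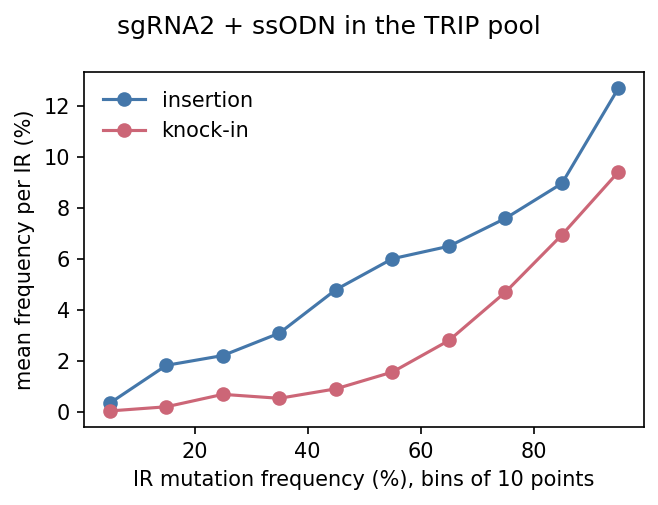
Mean knock-in and insertion frequency in percent with sgRNA2 + ssODN in bins of IR mutation frequency. Insertions rise from bin to bin. Knock-ins rise too, except from 0.678% in the bin from 20% to 30% to 0.523% in that from 30% to 40%. The mean of insertions is higher than that of knock-ins in each bin.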

### Effects on mutation frequency

To quantify the effect of the above factors on IR mutation frequency, we modelled mutation frequencies in the TRIP pool as a linear function of IR locus, guide RNA, ssODN inclusion, promoter, and an interaction term for the joint (non-additive) contribution of locus and guide (Figs. 2f, g). 

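A linear model of pool mutation frequency with IR locus, guide RNA, ssODN and locus-guide interaction was fitted to the 1359 IRs in the 3 assays, with type II sums of squares. Its R2 was 0.981, with a 95% interval of 0.979 to 0.983 from resampled IRs. The interaction takes a parameter for each IR, and the adjusted R2 was 0.942. Without the interaction, R2 was 0.932 and adjusted R2 0.898.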

The linear regression model yielded a goodness-of-fit of *R*^2^≈ 0.98 (Fig. 2f). Using multi-way ANOVA tests, we determined the effect size of each factor in the model (Fig. 2g). 

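IR locus accounted for 79.9% of the sum of squares (95% interval over resampled IRs 78.4 to 81.1), guide RNA for 12.7% (11.7 to 13.9), locus-guide interaction for 4.91% (4.64 to 5.20), ssODN for 0.529% (0.439 to 0.640) and the residual for 1.94%. Promoter is fixed by locus and took 0.445% as a part of it. The model does not separate the locus from the founder clone of an IR. Among 752 IRs grouped by read abundance in 4 other experiments, a grouping made after seeing the data, the groups accounted for 92.9%, 89.8% and 96.0% of the variance in mutation frequency with sgRNA2 + ssODN, sgRNA2-ssODN and sgRNA3-ssODN. Weighting observations by reads moved the share of locus most, to 92.2%. Mean mutation frequency with sgRNA3-ssODN was 59.4% at the 171 CMV IRs, 56.6% at the 497 Hoxb1 IRs and 59.5% at the 183 Nanog IRs. It was 62.4% at the 174 Oct4 IRs and 54.3% at the 31 PGK IRs. At the 125 cMyc IRs it was 64.2%, and at the 178 p53 IRs 62.6%. The SD over the IRs of a promoter was 32.6 to 40.3. This SD describes single IRs and not the error of a mean, so it cannot show whether the promoter means differ.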

IR locus explained ~79.5% of the variation in mutation frequency, while guide RNA sequence was responsible for ~12.7%, and locus-guide interaction accounted for ~4.9%. ssODN and promoter had negligible effect, with less than 1% together. These results confirmed that IR locus and guide RNA are major determinants of mutation frequency. Note that IR locus encapsulates a variety of factors that make a locus unique, including genomic context or the interaction between an IR and the host DNA.

### Association between genomic context and mutation frequency

We sought to analyze the contribution of genomic context at IR loci to Cas9-induced mutation frequencies. Specifically, we examined the relation between the mutation frequency for IRs in TRIP pools (Fig. 3a) and transcriptional, genomic and epigenomic (TGE) features (Figs. 3b–d). Transcriptional features included IR expression in our TRIP cells, and gene expression and transcription factor binding in wild-type mES cells^28^. Genomic features comprised metrics such as GC content and gene proximity in mES cells^28^. Epigenomic features included chromatin density from Hi-C assays, and chromatin immunoprecipitation (ChIP) data for numerous histone modifications, DNaseI hypersensitivity, and Lamin-B1 in mES cells^28^.

**Fig. 3:**
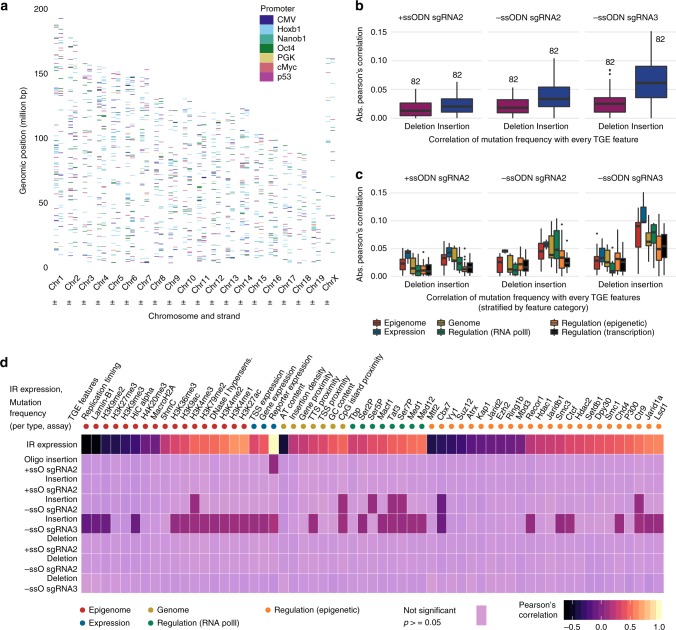
Correlation of TGE features with Cas9-induced IR mutation frequency in the TRIP pool. **a** Genomic location of the 1359 IRs with at least 30 mapped reads in all TRIP pool Cas9 assays. Each tick denotes the location of an IR on the chromosome, colored according to the associated promoter. **b** Correlation of TGE features with IR mutation frequency per guide RNA. Boxplots show the distribution of absolute Pearson’s correlations between deletion (red) or insertion (blue) frequency and each of 82 distinct TGE features across IRs. Boxes show the median, first and third quartiles of the frequency distributions; whiskers extend to 1.5 times the inter-quartile range from the top and bottom of the box. **c** Correlation of IR mutation frequency with TGE features stratified per category. Boxplots show the distribution of absolute Pearson’s correlations between deletion or insertion frequency and each of 82 TGE features stratified into six categories (color-coded according to legend). **d** Correlation between IR expression or IR mutation frequency and TGE features. Heatmap shows the Pearson’s correlation between IR expression or IR mutation frequency (deletion or insertion) in the different TRIP pool assays (rows), and individual TGE features from a subset of 62 (columns), including all except transcriptional regulators without known epigenetic activity. Cells are gradient-colored based on correlation values, and color intensity denotes significance of adjusted p-value. Colored circles at the top indicate TGE feature categories. Source data are provided in the Source Data file

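The 1359 IRs lie on 20 chromosomes of mm9, all inside the reference sequence. Chromosome 1 holds 103 IRs, the most of any, and chromosome X 29, the fewest. Per 10 Mb, chromosome 14 holds most with 7.11 IRs and chromosome X fewest with 1.74. By the GENCODE annotation of that assembly, 661 IRs lie in a gene (48.6%), with 49 in an exon and 612 in an intron, and 698 are intergenic. The median distance to the nearest transcription start site is 19113 bp. GC content within 2 kb of sequence around the IR was 43.1% ± 4.61 (SD), from 28.3% to 59.6%.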

We quantified TGE features within a region of 2 kb surrounding each IR locus and calculated their correlation with IR mutation frequency. Mutation frequency correlated weakly with TGE features (Pearson’s *r* = [−0.123, 0.151], (Fig. 3b–d)), but insertions showed stronger association than deletions (effect size 0.021 ± 0.007, *p* ≈ 1.91 × 10^−9^, two-tailed Wilcoxon signed rank test sgRNA2 ± ssODN and sgRNA3-ssODN insertions vs. sgRNA2 ± ssODN and sgRNA3-ssODN deletions). 

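Of the TGE features, 3 could be computed from the reference sequence and annotation, and the others were not analysed here. These are GC content in the 2 kb around the IR, proximity to the nearest gene and proximity to the nearest transcription start site, with proximity as the negative log2 of the distance plus 1 as in the paper. Over 21 relations with deletion, insertion and knock-in frequency across the 1359 IRs, Pearson's r lay between -0.0474 and 0.0928. One relation had a Benjamini-Hochberg adjusted p under 0.05 in two-sided permutation tests, that of proximity to the nearest transcription start site with insertions of sgRNA2-ssODN (r = 0.0928, p = 6e-04, adjusted p = 0.0126). By Spearman's rho it did not pass (rho = 0.0628, adjusted p = 0.0866), while insertions of sgRNA3-ssODN passed with proximity to the nearest gene (rho = 0.0854, adjusted p = 0.0173, against 0.0972 by Pearson's r) and to the nearest transcription start site (rho = 0.0901, adjusted p = 0.0151, against 0.0546). These relations were chosen after seeing the data. The mean absolute r over the 3 features was 0.0580, 0.0540 and 0.0653 for insertions with sgRNA2 + ssODN, sgRNA2-ssODN and sgRNA3-ssODN, and 0.0246, 0.0364 and 0.0245 for deletions. IRs are not independent replicates, and the relations of one feature share their IRs. From weak correlations over all its features, the paper proposes that factors outside its survey may influence how genomic context acts on mutation frequency.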

Correlations were also higher for sgRNA3 compared with sgRNA2, more so for insertions than deletions (effect size 0.022 ± 0.008, *p* ≈ 2.67 × 10^−7^ for insertions, 0.016 ± 0.009, *p*≈ 0.0001 for deletions, two-tailed Wilcoxon signed rank test sgRNA3-ssODN vs. sgRNA2-ssODN). We investigated whether changes induced by TRIP IRs could have disrupted the correlation between IR mutation frequency and expression-based features. 

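IR expression was measured in the pool with 2 cDNA and 2 genomic DNA replicates, and the authors deposited barcode counts per IR. The sample labels list 2 PCRs of genomic DNA per replicate, and the table gives 1 column for each replicate. Counts on the 3842 barcodes were 1847222 and 1897359 in cDNA and 2648119 and 2704892 in genomic DNA, with medians per barcode of 40 and 43 in cDNA and 417 and 430 in genomic DNA. Libraries were scaled to the same total and averaged, and expression was computed as log2 of cDNA over genomic DNA after adding 1 count to each. IRs with fewer than 10 genomic DNA counts in a replicate were left out, which took 1 of the 1359 IRs. Over the remaining 1358 IRs, the SD of log2 expression was 3.83, and replicates had r = 0.985 and a mean absolute difference of 0.44. Expression of PGK IRs was highest, with a mean log2 value of 1.69, and that of Hoxb1 IRs lowest, at -4.58.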

For this we analyzed IR expression, quantified as IR barcode counts in cDNA normalized by IR barcode counts in genomic DNA obtained by high-throughput sequencing of a 168 bp region spanning the Cas9 target sites in TRIP mES cells. 

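Across 1358 IRs of the pool, log2 IR expression had r = 0.150 with insertion frequency of sgRNA3-ssODN (rho = 0.185, permutation p = 1e-05, the smallest that 100000 permutations can give, and adjusted p = 7e-05 over 7 relations). With deletion frequency of sgRNA3-ssODN, r was -0.0668 (rho = -0.0825, p = 0.0135, adjusted p = 0.0379). With sgRNA2 + ssODN, r was 0.0621 for insertions (adjusted p = 0.0379), 0.0523 for deletions (adjusted p = 0.0746) and 0.0147 for knock-ins (adjusted p = 0.589). With sgRNA2-ssODN, r was 0.0639 for insertions (adjusted p = 0.0379) and 0.0395 for deletions (adjusted p = 0.169). Both insertion relations with sgRNA2 failed the threshold by Spearman's rho, with adjusted p of 0.0616 and 0.0615, where the alternatives ranged from 0.0186 to 0.0616 and from 0.0208 to 0.0760. A minimum of 100 reads changed the sign of all 5 relations with sgRNA2, with r between -0.0966 and -0.138. Under it the relation with insertions of sgRNA3-ssODN fell to r = 0.0431 and did not pass, while that with deletions of sgRNA3-ssODN rose in size to r = -0.230 (adjusted p = 0.00014, with 0.00014 to 0.0480 over the alternatives). Within the groups of IRs of like abundance, which were formed after seeing the data, r with sgRNA3-ssODN was 0.344 for insertions and -0.277 for deletions. IRs are not independent replicates, so the p-values across IRs may be too small.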

The correlation with mutation frequency was similarly weak for IR expression than for expression in wild-type mES cells, and we therefore excluded a potential impact of TRIP on these results (Fig. 3d, Supplementary Figure 3). Also reassuring was the fact that IR expression correlated strongly with wild-type TGE features (Pearson’s *r* = [−0.603, 0.648], Fig. 3d). Additionally, we looked into translocations upon Cas9 targeting as an eventual source of variation in mutation frequency, and found no evidence that they played a role in this regard (Supplementary Tables 1 and 2).

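Across the same 1358 IRs, log2 IR expression had r = 0.432 with GC content in the 2 kb around the IR (rho = 0.428), r = 0.387 with proximity to the nearest transcription start site (rho = 0.404) and r = 0.267 with proximity to the nearest gene (rho = 0.308). The permutation p was 1e-05 for each, and adjusted p over the 3 relations was the same. Centred on the mean of each promoter, r was 0.456, 0.397 and 0.284 in this order. Here too, the permutations treat IRs as independent. Other TGE features were not analysed here.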

Expression of IRs and endogenous genes showed the highest association with mutation frequency amongst six categories of TGE features (Fig. 3c). Moreover, features related to the RNA PolII complex involved in genome-wide transcription initiation produced larger effects than transcription factors. Individually, phosphorylated RNA PolII (Ser2P, Ser5P, Ser7P) and influencers of transcription initiation such as Ctr9, Taf3 and CpG islands correlated positively with insertion frequency (Fig. 3d). We saw similar effects for H3K4 methylation and other histone modifications (H3K9ac, H3K27ac, H3K36me3, H3K79me2) associated with actively transcribed regions^29^. Correlating negatively with insertion frequency were known indicators of transcription inhibition, namely: lamina-associated domains (Lamin-B1), heterochromatin mark H3K9me2, and the Polycomb Repressive Complex 1 (PRC1) member Cbx7 which promotes trimethylation of H3 at Lys-9 (H3K9me3)^30^.

### Characterization of Cas9-induced mutation sizes and patterns

In addition to mutation frequencies, we analyzed mutation sizes and patterns. We found that Cas9 targeting yielded mostly small mutations. 

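Sizes were taken from reads with a single lesion, which were 98.2% of the reads of the deletion class with sgRNA1, 94.2% with sgRNA2 and 99.2% with sgRNA3. Of 91523 deletions with sgRNA1, 76.6% were under 10 bp (95% Wilson interval 76.4 to 76.9). The share was 68.7% of 70822 deletions with sgRNA2 (68.3 to 69.0) and 74.9% of 81159 with sgRNA3 (74.6 to 75.2), and the mean of the guides was 73.4%. The SD over the 36 IRs was 3.52, 4.24 and 4.51 points. Leaving out reads with low alignment scores moved the share with sgRNA3 most, to 83.1%. The deletions it removed there had a median of 25 bp, against 5 bp among the others with a score.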

On average, 73.4% of all deletions in the cell line were smaller than 10-bp (Fig. 4a). 

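With sgRNA2, 1-bp deletions made up 12.9% of deletions (95% Wilson interval 12.7 to 13.2) and 2-bp deletions 12.1% (11.9 to 12.3), ahead of 9-bp deletions with 7.65%. With sgRNA3, the shares were 13.2% for 2 bp (12.9 to 13.4), 13.9% for 4 bp (13.7 to 14.2) and 13.7% for 5 bp (13.5 to 13.9), ahead of 6-bp deletions with 8.54%.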

The most common sizes were {1,2}-bp with sgRNA2 and {2,4,5}-bp with sgRNA3, each accounting for approximately 12 to 14% of all deletions. In contrast, sgRNA1 led to a large number of 3-bp deletions (41.8%, Fig. 4a), the majority of which denoted the loss of triplet CGG, likely at positions 1–3 or 4–6 upstream of the PAM (40.2%, Fig. 4b). 

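Deletions of 3 bp made up 41.6% of deletions with sgRNA1 (95% Wilson interval 41.3 to 41.9), with a range over IRs of 37.5% to 50.4%. Next came 1-bp deletions with 7.82%. The loss of CGG accounted for 41.1% (40.8 to 41.5). Its repeats give this deletion 7 placements that leave the same sequence, from which the reads cannot tell. The second most frequent deletion with sgRNA1 was a single G with 6.20%. With sgRNA2, the most frequent were a single G with 11.3% and CG with 7.22%, and with sgRNA3 ATCGT with 11.9% and ATCG with 9.05%.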

Single-nucleotide insertions accounted for > 78% of all insertions with sgRNA1/2, and > 95% with sgRNA3 (Fig. 4a). 

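Insertions of 1 bp were 3409 of 4371 insertions with sgRNA1, or 78.0% (95% Wilson interval 76.7 to 79.2). With sgRNA2 they were 6550 of 8391, or 78.1% (77.2 to 78.9), and with sgRNA3 50320 of 53034, or 94.9% (94.7 to 95.1). The lowest share at an IR was 59.8%, 67.7% and 92.3% in the same order.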

We found similar size and pattern distributions in experiments using varying Cas9 concentrations (Supplementary Figure 6).

**Fig. 4:**
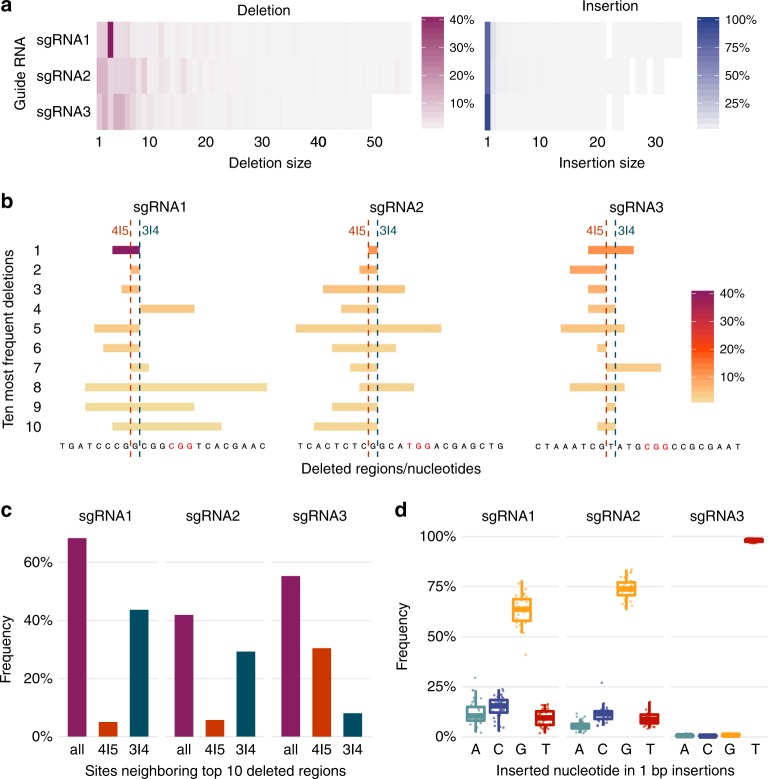
Mutation patterns induced by Cas9 in the 36-integration TRIP cell line. **a** Observed deletion and insertion sizes. Heatmaps show the overall frequency (color gradient) of deletions (red, left) and insertions (blue, right) per size (horizontal axis) for each guide RNA (vertical axis) in the TRIP cell line. **b** Deletion patterns and positions. Shown for each guide RNA are the ten most frequent deletion patterns with respect to the non-target DNA, from top to bottom in decreasing order of frequency. Each horizontal bar indicates the position of a deletion pattern, and corresponding non-target DNA sequence lost (at the bottom), colored according to frequency. Expected 3|4 and alternative 4|5 break sites are indicated by two vertical dashed lines. **c** Frequency of sites neighboring the ten most frequently deleted regions for each guide RNA, shown in Fig. 3b. Three vertical bars indicate the proportion of: all such deletions regardless of neighboring site (all, red), the subset of those deletions neighboring the expected break site (3|4, green), or the subset of those deletions neighboring the alternative break site (4|5, orange). For deletions with ambiguous positions, we weighted the frequencies by the ratio of positions meeting the criteria. We observed similar trends using all data. **d** Frequency of each nucleotide in 1-bp insertions. For each guide RNA, boxplots show the frequency (vertical axis) of insertions of each nucleotide (horizontal axis and color) across the 36 IRs (dots). Boxes show the median, first and third quartiles of the frequency distributions; whiskers extend to 1.5 times the inter-quartile range from the top and bottom of the box. Source data are provided in the Source Data file

We observed that deleted regions neighbored the expected Cas9 target site between nucleotides 3|4 upstream of the PAM with sgRNA1/2 (Fig. 4c). This indicates that resection might preferentially occur on one rather than both DNA ends at the break site. 

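The 10 most frequent deletions covered 69.3% of deletions with sgRNA1, 41.8% with sgRNA2 and 55.5% with sgRNA3. A deletion was taken to neighbour a site when one of its ends lay there, and where it had several equivalent placements it was weighted by the share of placements that did. Counted among these most frequent deletions, those that neighbour 3|4 made up 25.2% of all deletions with sgRNA1 and 29.0% with sgRNA2, against 14.5% and 5.67% for 4|5. With every deletion counted, they made up 31.7% and 39.7%, against 18.6% and 13.6%. With sgRNA1 the share depends on the placement of the CGG loss. When any placement counts in full, 65.3% neighbour 3|4 and 54.9% neighbour 4|5, and by the placement in the authors' alignments, a count chosen after seeing the data, 51.5% and 8.11%. From deletions that border the break site, the paper proposes that resection might favor one of the DNA ends.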

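For sgRNA3, 29.1% of deletions neighboured 4|5 and 16.1% neighboured 3|4, weighted by equivalent placements of the 10 most frequent deletions. With all deletions used, the shares were 38.6% and 25.2%, and with any placement counted in full 37.2% and 31.4%. The share at 4|5 was the higher in each of these counts.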

With sgRNA3, deletions often neighbored nucleotides 4|5 instead. In addition, each sgRNA led to predictable 1-bp insertions, namely G (63.7%) for sgRNA1, G (73.9%) for sgRNA2, and T (97.9%) for sgRNA3 (Fig. 4d). 

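The mean share over the 36 IRs of G among 1-bp insertions was 61.8% ± 7.89 (SD over IRs) with sgRNA1 and 73.2% ± 5.28 with sgRNA2, and that of T was 97.9% ± 0.738 with sgRNA3. Each was the most frequent inserted nucleotide at 36 of 36 IRs. With sgRNA1, A made up 12.8%, C 15.4% and T 9.97%. With sgRNA2, A made up 5.88%, C 11.7% and T 9.24%. With sgRNA3, A, C and G made up 0.677%, 0.473% and 0.973%. The fewest 1-bp insertions at an IR were 38 with sgRNA1, 81 with sgRNA2 and 455 with sgRNA3. Restricting the count to insertions at 3|4 and 4|5 moved the shares most, to 64.9% for sgRNA1 and 77.1% for sgRNA2.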

Deletion borders and 1-bp insertions were therefore highly consistent and guide-specific.

### Insight into Cas9 cleavage based on insertion patterns

We sought to understand the observed preference for specific nucleotide insertions under current Cas9 cleavage models (Figs. 4d and 5a). Cas9 is thought to primarily induce blunt-ended DSBs^3,31^. Besides direct re-ligation, blunt ends may be processed leading to a deletion or, crucially, template-independent addition of nucleotides^9^. However, evidence from the seminal work on CRISPR-Cas9^3,31^ and recent simulations on Cas9-domain conformation^32^ suggests that Cas9 may also generate staggered DSBs. Specifically, Cas9 domains RuvC and HNH could cleave between nucleotides 3|4 on the target DNA (tDNA) and 4|5 on the non-target DNA (ntDNA) upstream of the PAM^32^. The resulting 5′ overhangs could trigger polymerase-based fill-in at position 4, producing sgRNA-specific insertions consistent with our data (Figs. 4d and 5a).

**Fig. 5:**
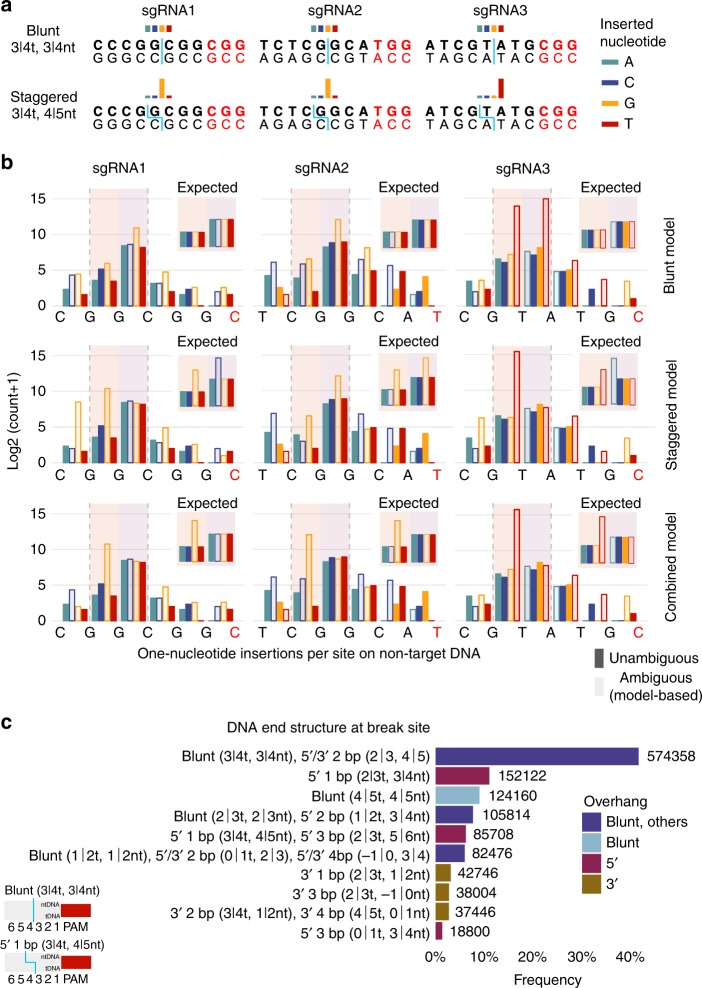
One-nucleotide insertion patterns and DNA end structures at the break site. **a** Illustration of blunt and staggered DNA ends at the break site, and expected distribution of 1-bp insertions of the four nucleotides following DNA repair. Double-stranded sequences including PAM and 8-bp upstream, with bottom and top denoting target and non-target DNA. Blue straight and staggered lines through the sequences indicate blunt and staggered DNA ends. Colored bars on top sketch the expected distribution of 1-bp insertions upon DNA repair. Blunt model: blunt-ends primarily at 3|4 upstream of the PAM (straight line), resulting in template-independent insertion and thus similar frequencies of the four nucleotides (uniform distribution, similar-height colored bars). Staggered model: staggered ends mostly with termini at 3|4 (tDNA) and 4|5 (ntDNA) upstream of the PAM (staggered line), with template-dependent fill-in resulting in a skewed distribution with most insertions of the DNA base identical to nucleotide 4 (unequal-height colored bars). **b** Unambiguous insertion counts (filled bars) and ambiguous insertion counts (empty bars) redistributed according to blunt, staggered, and combined models. Shown are insertion counts (vertical axis) of each nucleotide (color) per site on the ntDNA (horizontal axis). Vertical shaded areas indicate the 3|4 and 4|5 sites upstream of the PAM. Unambiguous counts are directly determined from the data (filled bars), whereas ambiguous counts are redistributed over windows of ambiguous sites (empty bars) based on: (i) relative proportions of unambiguous counts, and (ii) likelihood of each nucleotide insertion according to the cleavage model. (**c**) Re-analysis of DNA ends generated by Cas9 targeting of a region on chromosome 6 in mouse pre-B cells deficient in DNA Ligase IV and arrested in G1 phase. Bar length denotes relative frequency, shown for the ten most frequent DNA end structures accounting for ~ 91% of all unique patterns in the data. Absolute frequencies are displayed. Multiple DNA end structures associated with the same sequence are grouped with a single bar and label. Bars are colored by type of structure. The bottom left figure shows an illustration of two DNA structures: blunt (3|4t, 3|4nt), and 5´ 1-bp overhang (3|4t, 4|5nt). Source data are provided in the Source Data file

### Plausible Cas9 DNA cleavage and repair models

We assessed three different models of Cas9 cleavage and DNA repair (Fig. 5a). First, a blunt model producing blunt-ended DSBs primarily at 3|4^3,31^, and leading to insertions of a random nucleotide^9^. Second, a staggered model cleaving at 3|4 (tDNA) and 4|5 (ntDNA)^32^ and inducing the replication of nucleotide 4. Third, a combination of both blunt and staggered models. Each model determined an expected distribution of insertion counts across sites in the target sequence. In order to compare model distributions against observed insertions, we also addressed uncertainties caused by addition of nucleotides identical to neighbors in the target sequence (e.g. ambiguity in insertions A**A** and **A**A). We achieved this by redistributing the counts of ambiguous insertions based on the counts of unambiguous insertions and rules derived from the models (see Methods, Fig. 5b). Figure 5b shows observed counts of unambiguous insertions (filled bars) and model-corrected counts of ambiguous insertions (unfilled bars) obtained for a range of possible break sites on the non-target DNA in our cell line Cas9 assays using sgRNA1-3. Each row depicts the redistribution of ambiguous counts for each assay according to a different model, and the vertical shaded areas highlight the main break sites of interest located 3|4 (right) and 4|5 (left) nucleotides upstream of the PAM. For each plot, we also include an insert labelled “expected”, with an illustration of the expected model-based count distribution for the two sites 3|4 and 4|5.

### Blunt DNA cleavage-repair model

Based on the blunt model we expected to see template-independent insertions, and therefore similar insertion frequencies for every nucleotide at the break site (equal-height bars for sites 3|4 and 4|5 in “expected” inserts, top row plots of Fig. 5b). When we redistributed the observed ambiguous counts in a nucleotide-unbiased manner, following the frequency of unambiguous insertions at each site, we did not obtain the expected nucleotide-unbiased insertion profiles. Specifically, redistributed counts showed significantly more insertions of G (sgRNA1), G (sgRNA2), and T (sgRNA3) at sites 3|4 and 4|5 (top row in Fig. 5b, note the log-transformed scale). 

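The insertion models were rebuilt from the summed 1-bp insertions of the 36 IRs by the rules of the Methods. Under the blunt model, ambiguous counts were shared out by the mean of the nucleotides that are not ambiguous at each site. The nucleotide at position 4 was then 5.95 times as frequent at 4|5 as the mean of the others with sgRNA1, 4.68 times with sgRNA2 and 119.8 times with sgRNA3. At 3|4, the most frequent nucleotide was 6.58, 14.4 and 235 times as frequent as the least. The sites 3|4 and 4|5 held 94.5%, 89.9% and 90.1% of the redistributed insertions. The value of sgRNA3 is too low, because its window of ambiguous sites joins separate runs of T that the reads can tell apart. With windows of a single run, a choice made after seeing the data, it was 99.5%.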

We further note that the nucleotide imbalance would be unavoidable for the most targeted sites, 3|4 and 4|5, given the substantial frequency gap observed between the most inserted and the remaining nucleotides.

### Staggered DNA cleavage-repair model

Alternatively, the staggered model determined template-dependent insertions following a 1-nt 5′ overhang on the opposite strand. According to this preference, we expected to see significantly more insertions of the nucleotide identical to the DNA base immediately downstream of the break site (“expected” inserts in middle row plots of Fig. 5b). For the staggered model, we redistributed ambiguous insertions in our observed counts based on both the frequency of unambiguous insertions, and the 1-nt 5′ overhang template. 

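Under the staggered model, ambiguous counts beyond those of the other nucleotides go to the site whose downstream neighbor they copy. Nucleotide 4 was then 60.4 times as frequent at 4|5 as the mean of the others with sgRNA1, 11.0 times with sgRNA2 and 446 times with sgRNA3. The site 4|5 held 36.0%, 1.95% and 71.8% of insertions in the same order. For sgRNA1 and sgRNA3, the windows of ambiguous sites moved these most. By the rule of the Methods as applied here, a window can join neighboring runs of the same base. Insertions in different runs leave different sequences, which the reads can tell apart. For sgRNA3, the rule gave 13150.8 T insertions to 2|3, while the reads called 0 T there and 94 at 1|2, the other side of the same base. The 71.8% at 4|5 is therefore too low for sgRNA3. When a window ends where the run of the same base ends, a choice made after seeing the data, 4|5 held 97.8% with sgRNA3, and the values of sgRNA2 did not change.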

The results obtained for this model showed the expected template-based insertion pattern at break site 4|5 for all sgRNAs (“expected” inserts *vs*. main plots in middle row of Fig. 5b). However, the results did not follow the expected pattern at break site 3|4 for sgRNA1 and sgRNA3. Specifically, results showed similar frequencies of the four nucleotides, typical of template-independent insertions in a blunt model, while nucleotides C (sgRNA1) and A (sgRNA3) should have been significantly more frequent than others based on the staggered model (main plots *vs*. “expected” inserts in middle row of Fig. 5b).

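At 3|4 under the staggered model, the most frequent nucleotide was 1.38 times as frequent as the least with sgRNA1 and 2.10 times with sgRNA3. With sgRNA2 the ratio was 15.1. In the reads, where neighboring placements cannot be told apart, 404 C insertions were called at 3|4 with sgRNA1, beside 350 of A and 289 of T. For sgRNA1 and sgRNA3, the paper states that the pattern at 3|4 departed from the staggered model, with like frequencies that are typical of insertions without a template in a blunt model.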

### Combined blunt and staggered DNA cleavage-repair model

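In the combined model, 3|4 received as many of the nucleotide at position 4 as the mean of the nucleotides that are not ambiguous there, and 4|5 the rest. Nucleotide 4 was then 90.7 times as frequent at 4|5 as the mean of the others with sgRNA1, 202 times with sgRNA2 and 434 times with sgRNA3. The site 4|5 alone held 53.2%, 63.9% and 88.4% of insertions. With windows of a single run of the base, a choice made after seeing the data, 4|5 held 97.9% with sgRNA3. The most frequent nucleotide at 3|4 was 1.37, 1.62 and 2.10 times as frequent as the least. Because the model sets the count of nucleotide 4 at 3|4, the like frequencies there rest on the remaining nucleotides.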

Finally, the combined blunt and staggered model provided the best fit: (i) most insertions occurred at sites 3|4 and 4|5, the expected primary targets of blunt and staggered cleavage on the non-target DNA (bottom row of Fig. 5b); (ii) the four nucleotides were similarly likely at site 3|4, consistent with template-independent insertions at blunt DNA ends; and (iii) the most inserted nucleotide at site 4|5 matched the downstream neighbor, as expected upon fill-in of 1-nt 5′ overhangs. A combination of the blunt model with an alternative staggered model inducing 1-nt 3′ overhangs at break site 3|4 (ntDNA) could possibly fit as well, although we found no reference to such a model in the literature. We note that our data could include re-cleavage events leading to a biased selection for mutations. Specifically, accurately ligated DNA ends can be re-cleaved, while mutations become nearly fixed in the population, since Cas9 is less likely to recognize and cleave at a mutated site. Over time, this could skew the ratio between mutated and wild-type sequences, and influence blunt vs. staggered patterns. For this reason, we limited the scope of our analysis to showing that both patterns occur, without quantifying how frequent each one is.

### Staggered DNA ends in Cas9-targeted mouse pre-B cells

We investigated whether 1-nt 5′ overhangs would be generated by Cas9. For this purpose, we collected independent data generated by hairpin capture and sequencing of DNA end structures at Cas9 DSB sites (HCoDES)^33^. Specifically, we re-analyzed DNA ends induced by Cas9 targeting to a region on chromosome 6 in mouse pre-B cells arrested in G1-phase and LigaseIV-deficient^33^. Many DNA end structures could not be uniquely mapped (Fig. 5c). We saw prevalent blunt ends at 3|4, although these could not be discerned from certain 2-nt 5′/3′ overhangs. Specifically, blunt ends at 3|4 accounted for ~20% when aligning sequences to the reference as-is, as performed in the original study^33^. We also determined a proportion of ~41.6% upon masking the noise caused by incomplete bisulfite conversions. Shorter 1-nt overhangs were favored. Additionally, we saw a preference for 5′ overhangs, particularly 1-nt 5′ at 2|3 (tDNA) 3|4 (ntDNA) accounting for ~11.0%, and at 3|4 (tDNA) 4|5 (ntDNA) confounded with a 3-nt 5′ overhang (~6.2%).

## Discussion

As the CRISPR-Cas9 system is widely used for gene editing, understanding Cas9 activity across the genome is crucial to identify cleavage and mutation patterns enabling new applications or improvements. Using a combination of the CRISPR-Cas9 and TRIP technologies with high-throughput DNA sequencing, we characterized mutations at ~1k loci throughout the genomes of mES cells. We showed high reproducibility in a single-promoter TRIP cell line with 36 IRs and pools of cells with thousands of heterogeneous multi-promoter TRIP IRs.

In line with previous studies^13^, we saw sgRNA-dependent variation in Cas9-induced mutation frequency. Specifically, sgRNA3 led to larger mutation frequencies than sgRNA1/2. We reasoned that the high GC-content of sgRNA1/2 (75%, 70%) relative to sgRNA3 (45%) could explain the lower efficiency of sgRNA1/2, based on reports associating low and high GC-content with reduced Cas9 activity^12^. Overall, sgRNA1/2 produced comparable mutation frequencies, possibly given the high similarity including a 19-bp reverse complement overlap. Genomic location was the largest contributor to variation in mutation frequency. However, mutation frequency correlated weakly with TGE features of wild-type cells and reporter expression in TRIP cells. Importantly, reporter expression and mutation frequency were quantified in TRIP mES cells bearing identical integrations and epigenetic landscape. This result suggests that the effects of genomic context on mutation frequency may be influenced by other factors than those surveyed here. Although studies using doxycycline-controlled chromatin states on engineered targets previously showed effects on mutation efficiency^19,21^, an approach targeting endogenous sites in human cells revealed only modest effects with effect sizes that were largely dependent on guide RNA and possibly other factors^22^. We saw similar results in our study, with generally higher correlations between TGE features and mutation frequency using sgRNA3. We note that, due to the exogenous manipulation of chromatin states, those studies could produce larger contrasts between permissive and non-permissive states than those seen in the context of our work. Our findings were also consistent with two other studies assessing the association between expression or epigenome and mutation frequency at endogenous target sites^17,24^. One study reported weak correlations overall across developmental stages in zebrafish, which were slightly higher for expression than epigenetics^24^. The other study reported that native chromatin accessibility and DNA methylation were predictive of Cas9 binding, but Cas9 binding was uncorrelated with mutation frequency in mES cells^17^. Together, these findings suggest that genomic context likely influences Cas9 binding and cleavage, but that the association with mutation frequency can be further modulated by additional factors such as guide RNA sequence. It is possible that the correlation could be disrupted by stochasticity in the outcome of DNA repair, especially as a result of potential re-cleavage events. We also reason that dynamic reorganization of the regulatory landscape during the S-phase of the cell cycle could influence estimates of Cas9-induced mutation frequency but not IR expression, which is mainly produced in G1-phase. In particular, mES cells are known to exhibit unusually short G1 and long S-phases^34^. In S-phase, the DNA is unpacked to allow for replication, enabling unperturbed Cas9 binding to otherwise inaccessible loci. This could mean that most Cas9 cleavage in our assays occurred in S-phase under widespread DNA accessibility, masking differences between permissive and non-permissive domains, and hence lowering the association of mutation frequency with TGE features. Nevertheless, insertions were more dependent on the regulatory landscape than deletions, particularly concerning influencers of transcriptional activity genome-wide such as PolII complex, histone marks or Lamin-B1. We noted that deletions varied in size and pattern, while insertions comprised mostly sgRNA-specific single-nucleotides. Specifically, deletions could be generated by a variety of DNA processing events on blunt or staggered DNA ends, either aimed at ligation by NHEJ throughout the cell cycle^35^ or generation of 3′ overhangs in preparation for HDR in S and G2 phases^36^. In contrast, insertions likely arose by gap-filling of specific overhangs by a DNA polymerase. We hypothesize that the deterministic nature of insertions could preserve the association with TGE features better than the range of processes involved in deletions, possibly yielding varied dependencies on the regulatory landscape.

We observed small Cas9-induced lesions with all sgRNAs. The most common deletion was loss of trinucleotide CGG, accounting for ~40% of all deletions with sgRNA1. We attributed this event to microhomology-mediated end-joining (MMEJ), which could rely on the repetition of CGG in sgRNA1 to align the DNA ends resulting in the loss of triplet CGG^37^. Regions deleted with sgRNA3 neighbored nucleotides 4|5 (ntDNA) rather than the expected target site 3|4, seen with sgRNA1/2, suggesting alternative Cas9 targeting between 4|5 (ntDNA). In addition, single-nucleotide insertions showed high prevalence of a specific nucleotide per sgRNA, consistent with independent studies targeting the HPRT, AAVS1 and TREX1 genes in HCT116 cells^38^, the GFP, NDC1 and LBR genes in K562 cells^39^, as well as numerous other regions in HCT116, HEK293, and K562 human cells^38–40^. We determined that the frequently inserted DNA base matched nucleotide 4 upstream of the PAM, which hinted at eventual template-dependent repair of staggered DNA ends with termini at 3|4 and 4|5 on opposite strands. Different Cas9 cleavage and DNA repair models were analyzed, seeking to explain observed insertion patterns^3,31,32^. We propose a Cas9 cleavage model inducing primarily blunt and occasionally staggered DNA ends (Fig. 6). Most blunt ends are ligated, possibly upon resection, resulting in either wild-type or deletion. On occasion, blunt ends may lead to an insertion via template-independent addition of a random nucleotide (e.g. by Pol μ)^9^. We showed that insertions mainly derived from DNA ends with 1-nt 5′ overhangs, specifically with termini at positions 3|4 (tDNA) and 4|5 (ntDNA)^32^. We noted that 1-nt 3′ overhangs could also explain the observed insertions. However, re-analysis of independent data on DNA end structures generated by Cas9 targeting in mouse DNA Ligase IV-deficient pre-B cells^33^, revealed prevalence of blunt ends and preference for 1-nt 5′ over 3′ overhangs, in accordance with our hypothesis. We cannot exclude the possibility that the overhangs would arise by minimal resection of blunt ends rather than directly by Cas9 cleavage. Regardless of the process, we presented evidence that staggered DNA ends are generated and likely responsible for most insertions. The insertion patterns we observed in mES cells mostly in S-phase were corroborated by independent Cas9 targeting in human cells HEK293, HCT116 and K562^38–40^, as well as in mouse pre-B cells arrested in G1-phase^33^, using different plasmid systems. The consistency of these results indicates that our findings might generalize beyond the scope of our assays.

**Fig. 6:**
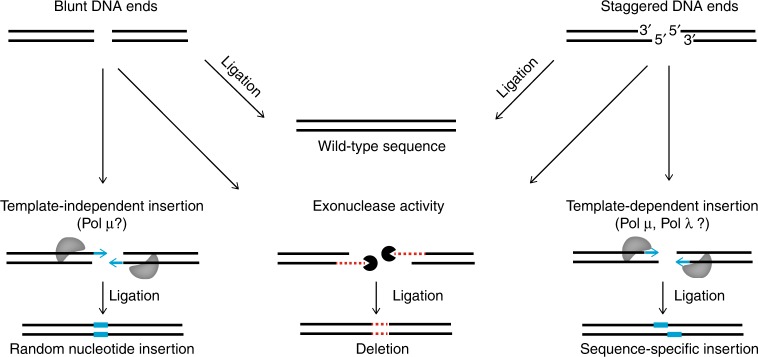
Illustration of DNA repair outcomes after Cas9-induced double-strand break. Both blunt and staggered ends can be directly ligated back into wild-type sequence, or generate a deletion through resection by nuclease activity prior to ligation. Blunt ends can also result in an insertion by template-independent addition of a random nucleotide, possibly established by Pol µ. Staggered ends lead primarily to template-dependent insertions, possibly established by polymerases such as Pol µ or Pol λ

Here, for the first time, Cas9-induced mutation patterns were characterized at thousands of target sequences embedded throughout the genomes of mES cells. We laid out the likely combination of mechanisms of Cas9 cleavage and DNA repair underlying predictable 1-nt insertion patterns reported in the literature^38–40^. In particular, we revealed that Cas9 occasionally generates breaks with staggered DNA ends. These could be leveraged to increase knock-in efficiency and control the orientation of inserts into host DNA by homology dependent or independent insertion^41^. Furthermore, our data indicated that guide RNA sequence determines the frequency of staggered ends, ultimately influencing insertion and overall mutation efficiency. This result suggests that guide RNAs could be designed to maximize insertion frequency. Extensive testing of a wider range of guides will be needed to build models that predict insertion efficiency based on relevant guide RNA features. Our findings could have important implications for the optimization of Cas9-mediated knock-in, which remains a major challenge in genome editing.

In addition, we introduced the TRIP technology as a tool to multiplex RNA-guided Cas9 targeting to regions in reporter genes integrated genome-wide. This CRISPR-on-TRIP approach allowed us to seamlessly isolate target sequence from genomic location, and perform sequence-independent analysis of variation in Cas9 mutation efficiency and patterns in different genomic contexts. We found that genomic location is a key determinant of mutation frequency, which however correlated modestly with genomic and epigenomic context. We reasoned that guide RNA and stochasticity in the outcome of DNA repair, together with potential re-cleavage events and the reprogramming of the epigenetic landscape during the cell cycle could contribute to this result. Further investigation will be needed to clarify the impact of genomic context. Finally, we demonstrated that CRISPR-on-TRIP is a promising tool to profile Cas9 activity at a large number of target sequences scattered throughout the genome, and can be combined with other assays to study the influence of a variety of processes on Cas9 activity and induced mutation patterns (Fig. 7).

**Fig. 7:**
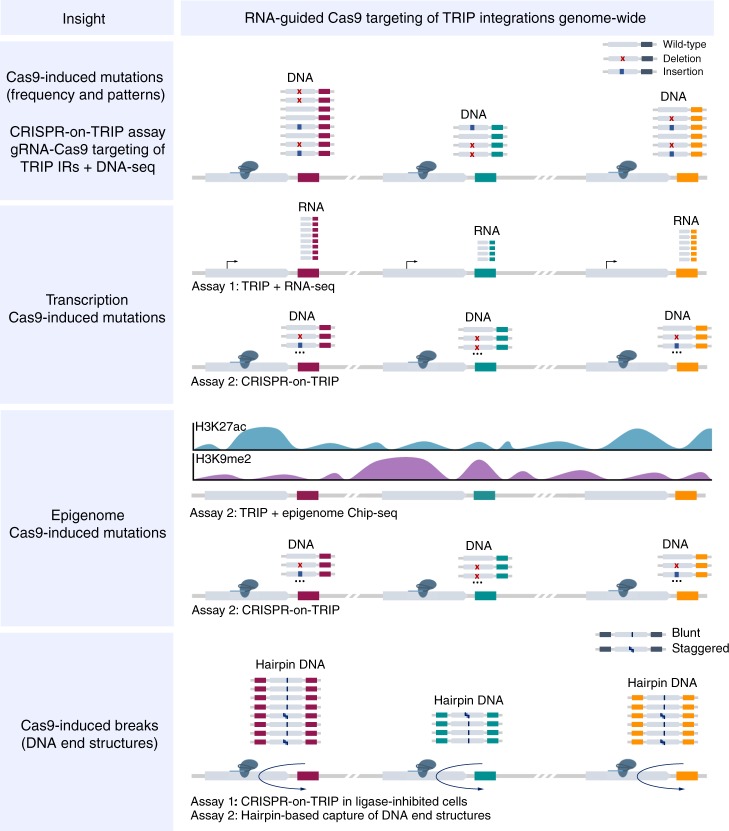
Potential applications of CRISPR-on-TRIP. RNA-guided Cas9 targeting of regions within integrated TRIP reporters (CRISPR-on-TRIP) can be combined with other assays to investigate effects of various processes on Cas9-induced mutation frequency and patterns

## Methods

### Construction of TRIP plasmid libraries

The monoclonal TRIP cell line used in this work was established in our previous TRIP study^25^. The piggyBac-based template vector pPTK-Gal4-mPGK-Puro-IRES-eGFP-sNRP-pA carrying the reporter unit in the TRIP cell line library comprised the following elements: piggyBac 5′-TR, 14 Gal4 binding sites, mPGK promoter, puromycin resistance (PuroR) coding sequence, encephalomyocarditis virus internal ribosome entry site (IRES), EGFP coding sequence, PstI site (used to clone barcodes) + DpnII site (used to map IRs), human soluble neuropilin-1 (sNRP-1) polyA signal, and piggyBac 3′-TR (67-bp). Barcoded inserts were generated through amplification of 5 ng template vector pPTK-Gal4-mPGK-Puro-IRES-eGFP-sNRP-pA (GenBank KC710227), using primers PB-barcode-long-7 (5′-GTGACACCTGCAGGATCA(N)_16_CTCGAGTTGTGGCCGGCCCTTGTGACTG-3′, where (N)_16_ denotes a random 16-nt long reporter barcode) and PB-barcode-short-7 (5ʹ-GACATAACGCGTATACTAGATTAACCCT-3ʹ). After PCR purification, the PCR product was digested with restriction enzymes PstI and MluI (underlined). In parallel, the pPTK-Gal4-mPGK-Puro-IRES-eGFP-sNRP-pA vector was digested with the same restriction enzymes and then dephosphorylated. The digested PCR product was next ligated with the prepared vector using 10U of T4 DNA ligase (Promega). The resulting ligation product was transformed into electrocompetent *E.coli* cells and the plasmid DNA (TRIP plasmid library) was isolated using Genopure plasmid maxi kit (Roche).

For the multi-promoter TRIP pool established in this study we first generated seven libraries, each containing reporter constructs with one of seven different promoters: CMV, cMyc, Hoxb1, Nanog, Oct4, p53 and PGK. These were included to assess effects of promoters with different characteristics, such as strength^42^, exogeneity, housekeeping status, retinoic acid-inducibility^43–46^, and TATA-less status^45,47–50^. The piggyBac-based plasmid vectors carrying the reporter unit comprised the following elements: piggyBac 5′-TR (314 bp long), promoter of interest, EGFP coding sequence, DpnII site (used to map IRs), 5-bp promoter index unique to the promoter, KpnI site (used to clone barcodes), sNRP-1 polyA signal and piggyBac 3′-TR (242-bp). Barcoded inserts were generated by amplification of 5 ng PB template vector using primers Kpn-RandomBC-1 (5′-AAAAGGTACC(N)_18_GAGTTGTGGCCGGCCCTTGTGACTG-3′, with (N)_18_ denoting a random 18-nt long reporter barcode) and BssH2-A (5′-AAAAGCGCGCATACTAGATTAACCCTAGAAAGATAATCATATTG-3′). After PCR purification, the barcoded inserts were digested with restriction enzymes KpnI and BssHII (underlined). In parallel, the plasmid vectors were digested with restriction enzymes KpnI and MluI (the latter generates sticky ends compatible with those made by BssHII) and subsequently dephosphorylated. Ligation of the digested barcode insert into the digested plasmid vectors and electrotransformation of bacterial cells were performed as described above. The seven promoter-specific plasmid libraries were mixed together in the following molar ratios: 2:2:4:2:2:2:1 to obtain the multi-promoter TRIP library.

### Cell culture and TRIP library transfection

Mouse embryonic stem (mES) cells EBRTcH3 expressing the tetracycline-controlled transactivator (tTA) from the endogenous ROSA26 promoter (EStTA)^51^ were cultured in 60% BRL cell-conditioned medium in the presence of 10% fetal calf serum (FCS), leukemia inhibitory factor, MEK inhibitor PD0325901, and GSK-3 inhibitor CHIR99021^52^. The EBRTcH3 ES cells were provided by the te Riele lab (Netherlands Cancer Institute), which had received them from Dr. Masui (International Research Center of Japan). The EBRTcH3 ES cells were originally derived from E14tg2a ES cells^53^ by Masui and colleagues^51^. Culture dishes were coated with 0.15% gelatin and incubated at 37˚C for one hour before plating.

For the cell line, six million mES cells were plated and incubated for 4 h at 37˚C. The cells were then transfected with 22.5 µg of the mPGK TRIP plasmid library together with 2.5 µg of mouse codon-optimized version of PB transposase (mPB) plasmid^54^ using Lipofectamine 2000 (Invitrogen) and incubated at 37˚C. After 48 h of incubation, the transfected cells were sorted through fluorescence-activated cell sorting (FACS), selecting single cells with “medium” levels of EGFP expression, which were used to establish stable TRIP cell lines. The cell line EStTA-PB-B-18 used in this study carries 36 IRs.

For the TRIP pool, nine million mES cells were plated and incubated for four hours at 37˚C. The cells were then transfected with 15 µg of the multi-promoter TRIP plasmid library mixture and 5 µg of PB transposase plasmid mPB-L3-ERT2.TatRRR-mCherry plasmid using Lipofectamine 2000 (Invitrogen) and incubated at 37˚C. After 24 h, the cells were FACS-sorted to select for a desired mCherry signal from the PB transposase plasmid^26^. The sorted cells were resuspended in mES medium with 1 µM of tamoxifen to activate the PB transposase. After 24 h, the cells were washed and resuspended in mES medium without tamoxifen, in which they were cultured for 5 days, refreshing the medium every other day. Biological replicate pools were established by subculturing several aliquots of cells, which were grown for another week. Technical replicates were established by splitting each pool into two and growing each half separately for another week. The multi-promoter TRIP pool used in this study was grown from approximately 500 cells containing an average of ~ 25 IRs per cell.

### Determination of genomic location and expression of IRs

Barcoded IR regions were extracted by inverse PCR followed by high-throughput DNA sequencing. The resulting reads were subject to quality control, including the filtering of aberrant barcodes arising from errors induced by PCR or sequencing. After pre-processing, the regions were aligned against the mouse genome assembly mm9 in order to map IR loci. Expression of IRs was determined by sequencing of reverse transcribed RNA (cDNA). Barcode abundance was also estimated by sequencing genomic DNA (gDNA), and used to normalize IR expression. These procedures were performed according to the TRIP protocol^26^.

### Association of TRIP integrations with genome-wide features

In addition to IR expression, we assessed endogenous gene expression^25^ and a range of regulatory elements measured genome-wide in mES cells. These data were previously collected from public sources and preprocessed aiming to maximize comparability^28^. Most features were obtained from ChIP-seq data on epigenetic modifications such as DNase I hypersensitivity, histone marks, and binding of transcriptional and epigenetic regulators. For ChIP-based features, a score was defined as the log2-transformed ratio between signal and control. Genomic features including GC content and gene proximity, among others, were derived from the mouse reference genome mm9 and Ensembl genes (release 66). Specifically, proximity measures were defined as the negative log2-transformed distance ( +1) to the nearest concerned genomic feature (e.g. gene, transcription start site). Chromatin compaction was estimated from Hi-C data as the rate of decay in contact probability *α* between two loci with increasing genomic distance, locally approximated in 400 kb windows by a power-law function with scaling exponent *α*. Finally, the association between every IR and feature pair was computed as the mean normalized score of the genomic or regulatory feature over a region of 2 kb surrounding the integration site.

### sgRNA and ssODN design

All oligonucleotides used in this study were purchased from Integrated DNA Technologies. We designed three sgRNAs targeting different regions within the EGFP reporter gene, using the CRISPR design tool http://crispr.mit.edu/ (Supplementary Table 3). We considered three primary criteria. First, purposed sgRNA-targeting of a sequence within the EGFP gene body in close proximity to the barcode, enabling reliable amplification of both barcode and target site. Second, reliability according to the CRISPR design tool, with no or minimal reported off-target sites. Third, EGFP recognition in both sense and anti-sense orientation, to exclude orientation-dependent effects. In addition, we designed a 141-bp single-stranded oligodeoxyribonucleotide (ssODN) template for HDR-based knock-in in with sgRNA2. Our ssODN comprised a 21-bp sequence for knock-in with ~ 60-bp homology arms at each side. Following the recommendations in https://www.addgene.org/crispr/zhang/faq/ (Supplementary Table 3), we avoided overlap between the ssODN homology arms and the barcode located downstream of the EGFP reporter gene. We also designed the junction of the homology arms < 10 bp from the Cas9 target site. Lastly, we designed the ssODN template with 58 and 62 nucleotide-long homology arms, in agreement with the recommended 50–80 range.

### Cloning and transfection of sgRNA-guided CRISPR/Cas9

We used human codon-optimized SpCas9 and chimeric guide RNA expression plasmid pX330-U6-Chimeric_BB-CBh-hSpCas9 to complex Cas9 with different sgRNAs (1–3). In addition, we used mCherry as a fluorescent marker for visualization and sorting of Cas9-sgRNA transfected mES cells. All Cas9 targeting assays experiments were performed in triplicate. For cell line experiments, we co-transfected the Cas9-sgRNAs and mPB-L3-ERT2.TatRRR-mCherry plasmids. Ten million mES cells were first seeded on a 10-cm dish. Four hours later, the cells were transfected with 13.5 µg of Cas9-sgRNA and 1.5 µg of mPB-L3-ERT2.TatRRR-mCherry plasmids using 45 µl of Lipofectamin 2000 (Invitrogen). For TRIP pool experiments, we cloned mCherry-expressing Cas9-sgRNA plasmids. We first digested the Cas9-sgRNA plasmids with 10 units NotI (Roche) and 10 units SbfI (NEB). We further PCR-amplified CMV-driven tatRRR-mCherry from mPB-L3-ERT2.TatRRR-mCherry using primers Fragment.FOR (10 µM) and Fragment.REV (10 µM) (Supplementary Table 3). The digested Cas9-sgRNA plasmid and PCR-amplified tatRRR-mCherry fragment were then cloned using Gibson Assembly Master Mix (NEB). To avoid reduced transfection efficiency of mCherry-expressing Cas9-sgRNA plasmid and ssODN with Lipofectamin 2000, we followed the protocol from Nucleofector™ Kit for Mouse Embryonic Stem Cells (Lonza) instead. Five million mES cells per condition were trypsinized, spun down and resuspended in 90 µl of Mouse ES Cell Nucleofector™ solution. They were thereafter transfected with a total of 6.25 µg of DNA (3.75 µg mCherry-expressing Cas9-sgRNA and 2.5 µg ssODN) using the program A-024 of the Nucleofector™ Kit for Mouse Embryonic Stem Cells (Lonza). Transfected cells were resuspended in 500 µl of pre-warmed culture medium and plated in gelatin-coated 10 cm dishes. Cells were sorted 24 h after transfection. For disruption assays, we transfected five million mES cells with 8 µg of mCherry-expressing Cas9-sgRNA. For editing, five million cells were transfected with 4 µg of mCherry-expressing Cas9-sgRNA together with 1 µg of designed ssODN containing the 21-bp sequence for knock-in with ~ 60-bp homology arms. We decided to use sgRNA2 in editing assays, given that the short distance between the region targeted by sgRNA and the IR barcode prevented the design of proper ssODN homology arms (Supplementary Figure 8). Additionally, sgRNA2 was preferred over sgRNA1 due to its larger mutation efficiency. In all experiments, transfected mCherry-positive mES cells were sorted by flow cytometry (MoFlo), collected in conditioned media containing 20% FCS, and subsequently spun down plated in conditioned media containing 10% FCS. Finally, Cas9-sgRNA-transfected mES cells were expanded for five days before isolating genomic DNA.

### DNA isolation and preparation of samples for sequencing

After incubation of Cas9-sgRNA-transfected mES cells, DNA was isolated using DNeasy Blood & Tissue Kit (Qiagen) and prepared for sequencing. We PCR amplified cell line DNA IR regions of 414 bp surrounding the sgRNA target sites using 10 µM of PB-cDNA-forward-1-BC primers, containing different index sequences for multiple reactions, and 10 µM of PB-cDNA-Reverse-5 primer (Supplementary Table 4). The PCR product was sent for Illumina MiSeq. In TRIP pool experiments, we tagged amplicons using 16-nucleotide Unique IDentifiers (UIDs) to be able to detect multiple readings of the same DNA molecules (Supplementary Table 5)^55^. We performed all Cas9 targeting assays in triplicate. Barcoded IR regions were PCR amplified using Phusion^®^ High-Fidelity DNA Polymerase (NEB) following the protocol in Supplementary Table 6. We used Exonuclease-I (20 units) (Enzymatics) for cleavage of single stranded DNA. Purified sequences were sent for Illumina HiSeq. Replicates were assessed for consistency of IR mutation frequencies, and merged for subsequent analyses.

### Validation of promoter-barcode index association

For identification purposes, each promoter was originally associated with a unique 5-nucleotide index located 44 base-pairs downstream of the IR (Supplementary Table 2). We performed Sanger sequencing on the DNA extracted for five randomly selected IRs in the TRIP pool to confirm the absence of recombination and the correct association between barcodes and corresponding promoters. We designed primers for nested PCR, including two IR specific primers, PB-Valid.3-Out primer-1 and Inner-1, and locus-specific genome spanning primers, GEMP_mvla_outer and GEMP_mval_inner (Supplementary Table 7). PCR amplification was performed in two steps using the primer combinations PB-Valid.3-Out primer-1/GEMP_mval_outer for PCR1 and Inner-1/GEMP_mval_inner for PCR2. The resulting products were diluted in water (1:5) and prepared for Sanger sequencing using 10 µM of primers together with Big Dye terminator version 3.1.

### Identification and characterization of Cas9-induced lesions

We parsed the DNA reads obtained from Cas9-targeted TRIP cells in order to map barcodes and UIDs^25^, and extract the sequences of interest containing the 20-nucleotide region targeted by Cas9. These were aligned against the wild-type sequence to identify and characterize Cas9-induced lesions. We used semi-global alignment with the following weights: match + 2, mismatch −2, gap opening penalty −5, gap extension penalty −0.5, and initial score 30. For TRIP cell line experiments with sgRNA1, sgRNA2 and sgRNA3, respectively 96%, 95% and 91% of the reads could be parsed, whereas TRIP pools yielded between 86% and 89% of successfully parsed reads. Quality control and filtering of aberrant barcodes were further performed as described in previous work^25^.

### Analysis of mutation frequencies, sizes and patterns

We analyzed sequenced IR regions with a read coverage of at least 30 in all Cas9 assays on TRIP cells. 

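Mean reads per IR were 5502 with sgRNA1, 4698 with sgRNA2 and 5847 with sgRNA3 in the cell line. In the pool they were 1592 with sgRNA2 + ssODN, 1455 with sgRNA2-ssODN and 503 with sgRNA3-ssODN. The medians were 5424, 4609 and 5916 in the cell line.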

The average read coverage per IR was significantly higher in the TRIP cell line than the pool (Supplementary Figure 9). However, the cell line contained only 36 barcoded regions whereas the pool offered ~ 1k IRs. As a result, we used TRIP pool data primarily to assess overall trends of variation in IR mutation frequency throughout the genome, and high-resolution TRIP cell line data to identify mutation sizes and patterns.

Relative frequencies of each lesion type were calculated per IR as the ratio between the number of reads exhibiting such lesion and all reads for the given IR (Figs. 2a–c). We plotted frequencies per lesion type for each of 36 IRs in the TRIP cell line (Fig. 2a), as well as distributions (Fig. 2b) and stacked medians stratified by promoter (Fig. 2c) considering all 1359 IRs shared by TRIP pool assays. To assess variation in IR mutation frequency with genomic locus in the TRIP pool, we fitted linear regression models describing the relationship between mutation frequencies in each pair of assays and determined corresponding *R*^2^ and F-statistic *p*-values (Fig. 2d). Additionally, we fitted a global linear regression model to IR mutation frequencies in all TRIP pool assays taking into account genomic locus, guide RNA, knock-in, promoter and a significant interaction term between genomic locus and guide RNA (Fig. 2f). Based on this model, we determined *η*-squared values denoting the effect size or variance explained by each independent variable (Fig. 2g). For this, we relied on multi-way ANOVA tests with partial sum of squares preserving the principle of marginality (type II sum of squares). The ratio between knock-in and other insertions was calculated per IR and plotted against binned total IR mutation frequency together with the mean and confidence interval of 0.95 obtained by nonparametric bootstrapping (Fig. 2d). Association between IR total mutation frequency and regulatory element scores was determined using Pearson’s correlation, along with the corresponding t-test *p*-values corrected for multiple testing using the Benjamini-Hochberg procedure (Figs. 3b–d). We calculated and plotted overall deletion and insertion frequencies per size in the TRIP cell line (Fig. 4a). In addition, we determined the frequencies of individual deletion patterns (Fig. 4b) and the distributions of insertions of the four DNA bases in predominant one-nucleotide insertions (Fig. 4d). Deletions with ambiguous positions could not be distinguished. We took this ambiguity into account when calculating the frequency of deletions neighboring the expected or alternative break site. Specifically, we weighed down the frequency according to the ratio of ambiguous positions neighboring the corresponding sites (Fig. 4c). All differences between distributions reported in the manuscript were determined using non-parametric two-tailed Wilcoxon tests. All given confidence intervals are calculated for confidence level 0.95.

### Analysis of one-nucleotide insertion patterns

In order to assess different models^3,31,32^ of Cas9 cleavage, we had to first resolve ambiguity in insertion sites. Ambiguity arises due to insertions of DNA bases next to matching nucleotides in the target sequence. For instance, insertions of an A immediately up or downstream of a wild-type A cannot be distinguished, as they result in identical mutated sequences (**A**A and A**A)**. Since these results are confounded, both positions represent ambiguous insertion sites for the added base A. These observations are also true for longer and more complex sequences. Additionally, the deterministic nature of variant callers means that an insertion is called where the change is identified, thus once the repetition is detected. When processing sequences 5′ to 3′, insertions above would always be identified as occurring downstream of the wild-type A (A**A)**. We redistributed accumulated insertion counts throughout ambiguous sites based on unambiguous insertions and the Cas9 cleavage and DNA repair models as follows (Fig. 5b). The wild-type non-target sequence was processed to identify ambiguous DNA base(s) at each site, essentially those matching the 5′ and 3′ neighbors in the wild-type sequence. Individual ambiguous sites were extended to maximal windows of consecutive ambiguous sites for the same DNA base. We performed the redistribution of ambiguous DNA base insertions within these windows. For blunt ends with template-independent insertions, without bias towards specific DNA bases, ambiguous counts were distributed to follow the relative proportions of unambiguous insertions at the sites within the window. For staggered ends repaired by template-based insertions, we classified sites within a window as likely or unlikely based on the expected insertion pattern. Considering a 1-bp 5′ overhang model, ambiguous sites with downstream nucleotide identical to the inserted DNA base would be considered likely whereas those with a different downstream nucleotide would be unlikely given the conformation of the DNA ends. We re-calculated the counts for ambiguous unlikely sites as the average of the counts observed for unambiguous DNA bases at those same sites. Likely sites received the remaining counts, distributed according to the relative proportions of unambiguous DNA bases. For the combined blunt and staggered models targeting primarily between nucleotides 3–4 and 4–5 upstream of the PAM (non-target DNA), we applied the above strategies for blunt and staggered models respectively to these sites. Since the ratios between blunt and staggered were not known for the remaining sites, we used the simpler estimate based on relative proportions of unambiguous DNA base insertions. Finally, we compared the estimates against expected distributions (Figs. 5a, b).

### Re-analysis of Cas9-induced DNA end structure data

We downloaded targeted sequencing data of DNA ends induced by Cas9 targeting using the SRA-toolkit, after selection using the NCBI SRA Run Selector, specifically runs SRR1617071 to SRR1617082 in project PRJNA264361. The assays involved Cas9 cleavage guided to a region on chromosome 6 in mouse Ligase IV-deficient pre-B cells arrested in G1 phase^33^. Upon Cas9 targeting, top and bottom DNA ends were ligated into a hairpin and subject to bisulfite treatment to facilitate amplification for high-throughput DNA sequencing. We aligned the sequences in each file against the wild-type hairpin sequence assuming blunt ends between nucleotides 3–4 upstream of the PAM. For this purpose, we used BLASTn with the following options -max_target_seqs 500000 -max_hsps 1 -num_threads 30 -outfmt “6 qacc sacc qstart qend sstart send evalue bitscore length pident nident mismatch positive gaps ppos btop”. We filtered low quality sequences and primers by keeping alignments at least 50-bp long containing at most 5 gaps. We also filtered sequences whose alignment did not span a region of at least 50-bp around the expected target site. We then used both the starting position of each alignment in the reference sequence and the BLASTn trace-back operations (BTOP) to isolate the pattern of changes relative to wild-type within a region of 30-bp around the expected target site. In parallel, we generated mutation patterns for all possible DNA end conformations within a target region of 30-bp around the expected target site. Finally, we matched the generated mutation patterns against the patterns extracted from the HCoDES data to identify the corresponding DNA end structures. Note that many of the HCoDES sequences contained substitutions at random positions, primarily TC, possibly also due to failed bisulfite conversion. Since substitutions did not show consistent patterns associated with particular DNA end conformations and had no impact in the ranking of top observed patterns, we decided to ignore them so that they would not confound otherwise valid matching patterns.

### Reporting Summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

Source Data

## Data Availability

High-throughput sequence data and processed data that support the findings of this study have been deposited at the NCBI GEO with accession GSE127752. The mapping and expression reads for the cell line containing 36 TRIP IRs correspond to samples GSM1207441, GSM1207452, GSM1207463, GSM1207474 in GEO series GSE48606. These are directly linked in our record GSE127752. The HCoDES sequence data were retrieved from the NCBI SRA repository as samples SRR1617071 to SRR1617082 from SRA study SRP049086. Source data for the figures in this manuscript and in the Supplementary Information file are available in the Source Data file. All other relevant data are available from the authors upon reasonable request.

# Supplementary material for: Multiplexed Cas9 targeting reveals genomic location effects and gRNA-based staggered breaks influencing mutation efficiency
**Source:** Nat Commun. 2019 Apr 8;10:1598. doi: 10.1038/s41467-019-09551-w
**Supplement:** Supplementary file 1 — Supplementary Information

We analyzed endogenous expression quantified in wild-type mES cells (WT expression), and also expression measured in our multi-promoter TRIP mES cells (IR expression). Both WT and IR expression levels correlated well with publicly available wild-type TGE features, which was reassuring (Figure 3D and Supplementary Figure 1). The correlation was higher for IR expression than WT expression, possibly also due to a difference in quantification methods: WT expression was determined using a standard approach based on RNA-seq counts alone for a region of 2kb around the integration site, while IR expression resulted from cDNA counts normalized by corresponding genomic DNA counts for a region of 168bp spanning the Cas9 target sites (following the TRIP protocol).

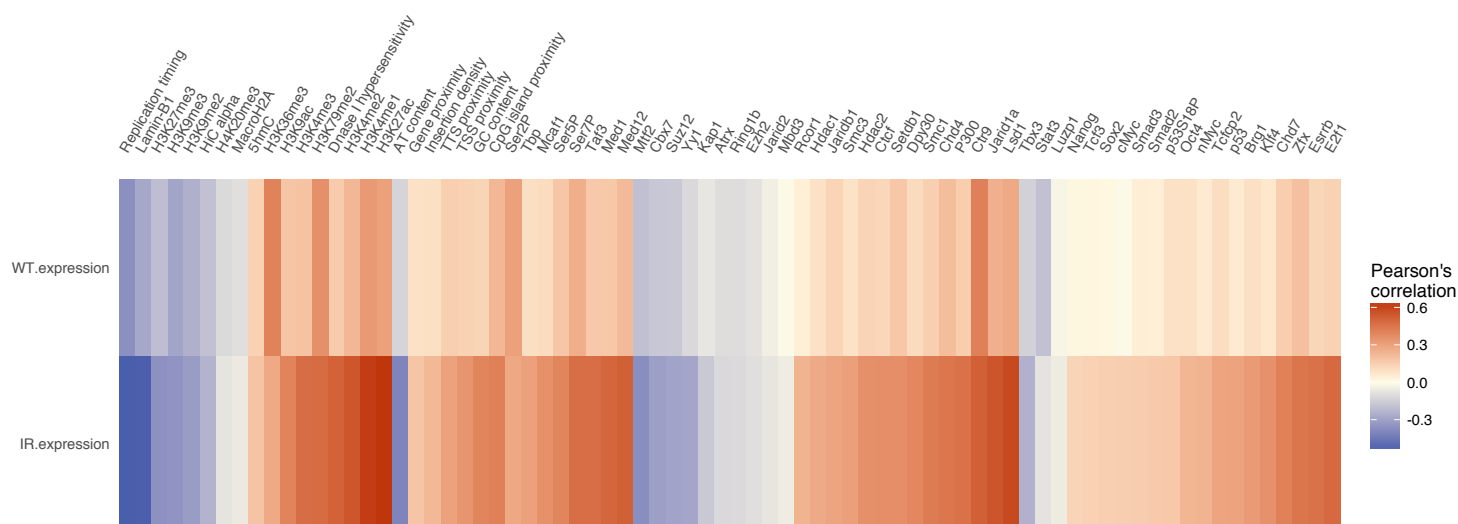

1

To exclude larger variations in expression due to the integration of exogenous DNA and/or quantification methods, we selected two groups of integration loci showing consistent high or low expression both in wild-type (WT) mES cells and in our mES TRIP pool (IR). We defined high and low expression respectively as values in the top and bottom 25 percentiles of the expression distributions. The result of this selection based on the WT and IR expression value distributions is depicted in Supplementary Figure 2. This figure shows some variability in IR (or WT) expression when selecting the IR groups based on high/low WT (or IR) expression only, but a very clear separation between the expression distributions of the high/low IR groups based on both WT and IR expression.

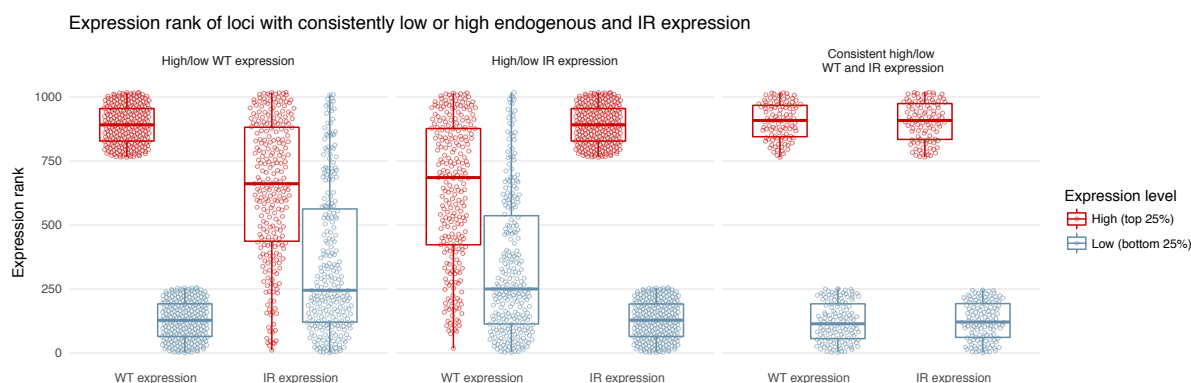

**Supplementary Figure 2:** Distributions of WT and IR expression levels for groups of loci with (left) high/low WT expression, (middle) high/low IR expression, and (right) consistent high/low WT and IR expression. Each circle corresponds to a distinct IR locus. Red and blue denote groups of loci with high (top 25%) and low (bottom 25%) expression, respectively.

Assuming that the correlations we observed between expression and Cas9-induced mutation frequency would have been heavily impacted by the integration of exogenous DNA, our selection should result in an increase in the difference between IR mutation frequencies across the groups of IRs with consistently high/low WT and IR expression levels, relative to the groups selected based only on WT or IR expression.

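The part that rests on IR expression alone was computed from the pool, with the 340 IRs of highest and the 340 of lowest expression, which is 25% of IRs each. With sgRNA3-ssODN, insertion frequency had a mean of 24.9% in the high and 20.6% in the low group, a difference of 4.28 percentage points (two-sided permutation p = 2e-05, adjusted p = 0.00012 over 6 comparisons). Deletion frequency was 35.0% and 40.1%, a difference of -5.04 points (p = 0.00485, adjusted p = 0.0145), which missed the threshold when expression was taken without replicate 2 (-3.70 points, adjusted p = 0.0757, the highest of a range from 0.00543 over the alternatives). With sgRNA2, differences were 1.70 points for deletions and 0.677 for insertions with ssODN, and 1.11 and 0.337 without, with adjusted p from 0.0949 to 0.530. Insertions with sgRNA2-ssODN passed the threshold with the top and bottom 10% of IRs (1.19 points, adjusted p = 0.0280, the lowest of a range up to 0.287). The permutations treat IRs as independent, which they are not, so these p-values may be too small. Expression in wild-type mES cells was not used here.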

Supplementary Figure 3 shows that we could not validate these observations, the selection based on consistent WT and IR expression did not improve the association between mutation frequency and IR expression reported in the main manuscript (Figure 3D). These results show that IRs with similar expression levels exhibited large variation in mutation frequency, and indicate that eventual changes induced by the integration of TRIP reporters were likely not the main source of such variation.

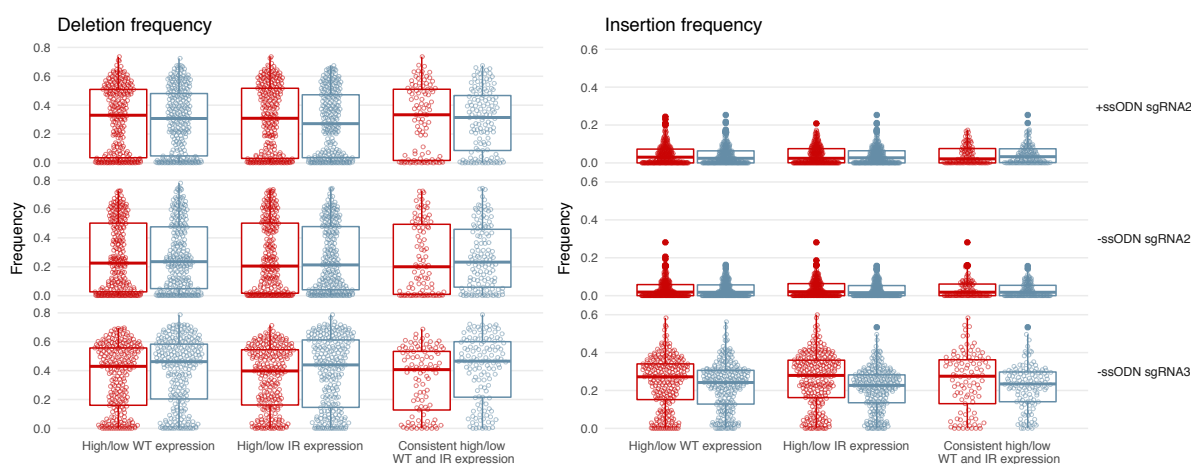

**Supplementary Figure 3:** Distribution of Cas9-induced mutation frequencies (deletion and insertion) obtained in the three different TRIP pool assays for the same loci groups in Supplementary Figure 2.

## Supplementary Note 2 – Assessing the influence of Cas9 concentration on mutation frequency and patterns

To assess whether the Cas9 concentration would impact mutation frequency and/or patterns, we analyzed data from assays on 5 populations of cells sorted by different mCherry intensities (samples 1 to 5, with increasing Cas9 concentrations). These were intermediate assays used to fine tune the experimental protocol, and thus did not cover all the conditions of the experiments described in the main manuscript. Specifically, we used a population of mES cells containing varying TRIP integrations with a single promoter, PGK. We targeted the IR loci in samples 1-5 using Cas9 complex. We had lower sequencing depth per IR than we had for the cell line and multi-promoter TRIP assays analyzed in the main manuscript (Supplementary Figure 4).

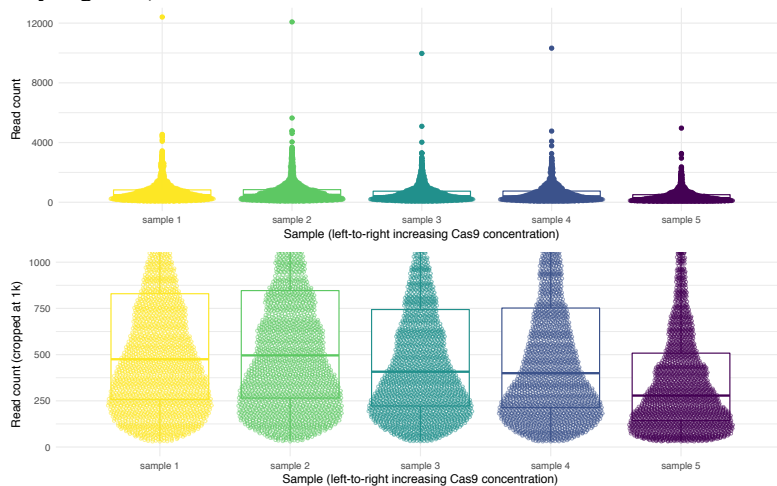

**Supplementary Figure 4:** Distributions of read counts per IR for five PGK-driven TRIP pools sorted by Cas9 concentration (samples 1 to 5, with increasing Cas9 concentration). Top: entire distribution. Bottom: plot cropped at 1000 read count.

The overall mutation frequency varied significantly with Cas9 concentration, as expected (Supplementary Figure 5, top plot). Despite this, the relative frequencies of the different mutation types remained relatively stable across samples 1-5 (Supplementary Figure 5, bottom plot) and were consistent with the distributions observed for IRs with the PGK promoter from our multi-promoter TRIP pool data (Figure 2C).

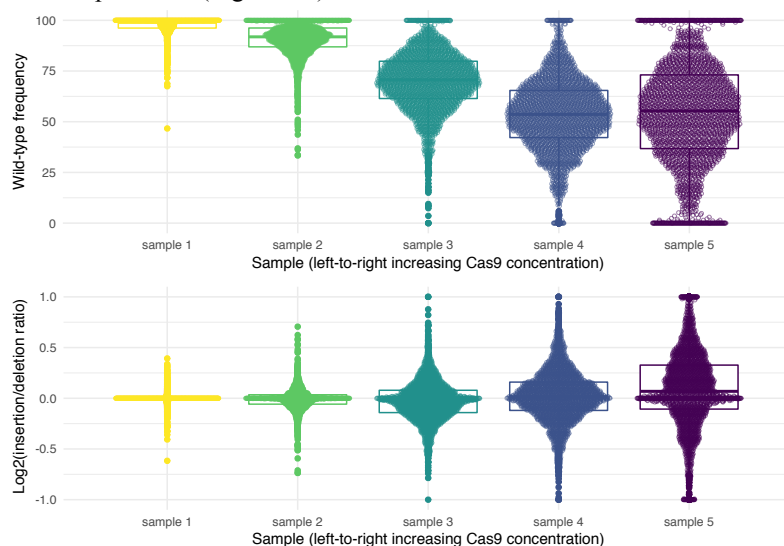

**Supplementary Figure 5:** Frequency of wild-type reads (top) and log2 ratio between insertion and deletion frequencies (bottom).

Changes in frequencies were very subtle and mostly noticeable using extreme variations in Cas9 concentration (e.g. sample 5 versus the rest). We observed that generally both deletion and insertion frequencies increased with Cas9 concentration. At the highest tested Cas9 concentration (sample 5), insertions became on average slightly more frequent than deletions. In this regard, we note that higher Cas9 concentrations resulted in less sequenced material and lower read counts per IR, possibly due to cell death by toxicity or damage to the DNA caused by the extensive Cas9 cleavage. This could also bias the data towards less damaging mutations (e.g. cells carrying 1-bp insertions could have better survival than those affected by larger deletions).

The 5 samples with different Cas9 concentrations showed similar indel size distributions and patterns (Supplementary Figure 8), corroborating the results in the main manuscript (Figures 4A, 4B, 4D). The most common deletion sizes were {2,4,5}-bp (Supplementary Figure 6), and 1-bp was by far the most frequent insertion size (Supplementary Figure 6), as seen for the TRIP cell line and multi-promoter pools (Figure 4A). The ten most frequent deletions obtained for the samples 1-5 (Supplementary Figure 8, bottom right) also mostly agreed with the results reported for the TRIP cell line (Figure 4B), both in ranking and relative frequency (note that the deleted regions in Supplementary Figure 8 are represented from left to right in decreasing order of frequency according to Figure 4B). Samples 1 and 2 showed more extreme values than the remaining three samples, namely for the frequency of CGTAT (rank 1 in Figure 4B) and TATGCG (rank 7 in Figure 4B). We note that each of these deletions represented a small proportion of the total and that the ratio of mutated reads in these samples was much smaller than in samples 3-5. Therefore, some variability was expected. Finally, the most inserted nucleotide in 1-bp insertions was overwhelmingly T, accounting for over 93% of 1-bp insertions in all 5 samples (Supplementary Figure 8, bottom left). This observation matched the TRIP cell line data as well (Figure 4D).

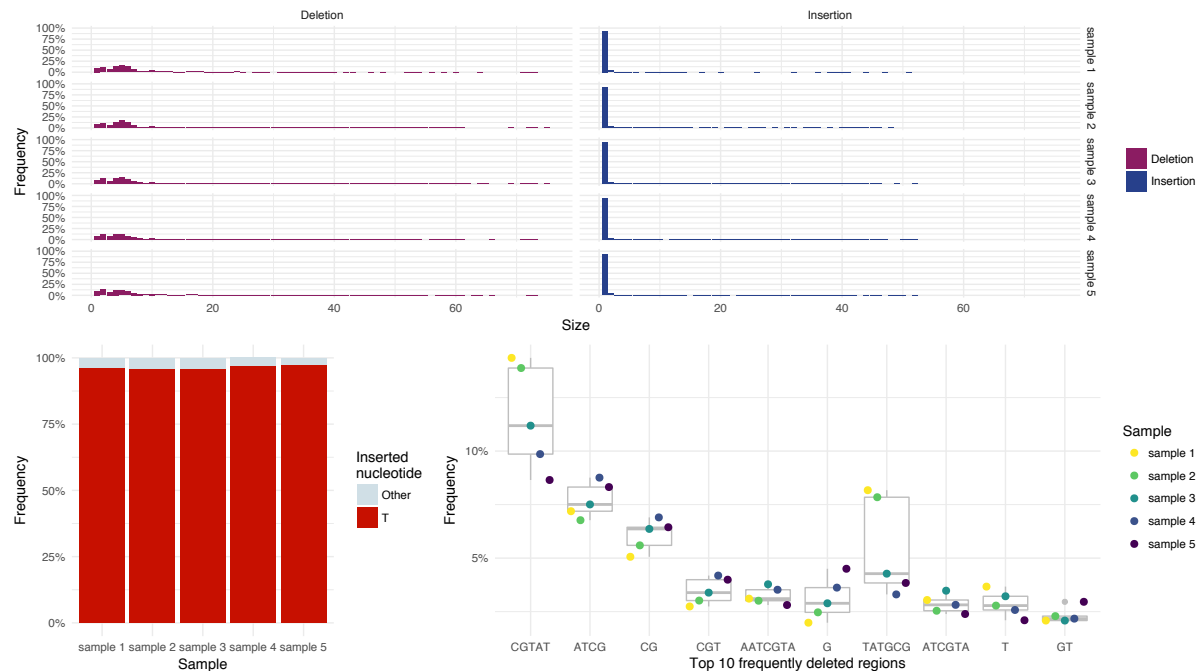

**Supplementary Figure 6:** Mutation sizes and patterns in five PGK-driven TRIP pools with different Cas9 concentrations. Top left: distribution of deletion sizes in samples 1-5. Top right: distribution of insertion sizes in samples 1-5. Bottom left: frequency of the most inserted nucleotide versus the rest in samples 1-5. Bottom right: frequency of the ten most deleted regions in samples 1-5; the deleted regions are displayed left to right in decreasing order of their corresponding frequency in the cell line (Figure 4B).

### Supplementary Note 3 – Frequency of IR-promoter misassociation due to translocations following Cas9 targeting

Our use of RNA-guided Cas9 to target tens of loci per cell could increase the likelihood of long-range translocations, and eventually lead to the association of some IR barcodes with different promoters or TGE features. However, CRISPR/Cas9-induced chromosomal translocation events are rare (Jiang et al., *Sci. Rep.* 2016). Different studies seeking to optimize the frequency of translocations using RNA-guided Cas9 targeting of a pair of loci have achieved efficiencies between 1% and 2% (Lekomtsev et al., *BMC Genomics* 2016; Jiang et al., *Sci. Rep.* 2016). We also note that the loci in these studies are typically involved in tumor-associated translocations and thus could be more likely to translocate than a random pair of loci. Targeting tens of loci per cell could increase the frequency of translocations in general, but such events should remain rather rare for random pairs of loci. In addition, only a fraction of translocation events would lead to the ligation of an upstream to a downstream region of two DSBs. We could not check for this type of translocation, since our sequenced amplicons covered only a region of the IR gene body (EGFP cassette), including the expected DSB site, along with the IR promoter index and the IR barcode downstream, but not the promoter itself located upstream of the IR gene (Supplementary Figure 7). The reason for this was that the complete IR sequence was 1.8-3.4kb in length, which would be challenging to amplify reliably and consistently across ~1k IRs.

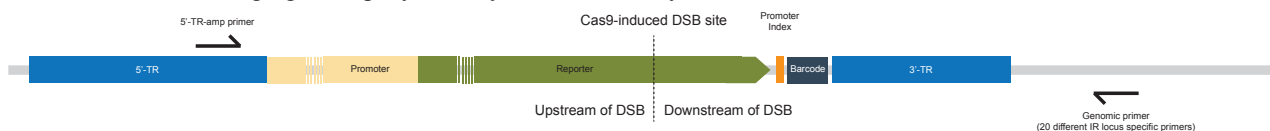

**Supplementary Figure 7:** Reporter construct and location of amplification primers for assessment of IR-promoter misassociation.

Importantly, our results on mutation frequencies and patterns were largely consistent with other studies targeting only a single to a few loci per cell. Moreover, our estimated IR mutation frequencies correlated strongly across experiments (Figure 2D), which we would not expect if each TRIP mES cell population had suffered a significant number of translocations following Cas9 targeting.

As an additional check, we investigated the occurrence of translocation events for 20 randomly chosen IRs using PCR amplification and Sanger sequencing. For this purpose, we sought to obtain longer amplicons spanning the IR-specific elements upstream and downstream of the expected Cas9 target site (Supplementary Figure 7). The promoter sequence was the most proximal IR-specific feature located upstream of the EGFP cassette in the IRs. As a result, we designed primers to amplify a DNA region extending from the end of the 5'-TR sequence of the IR gene (Supplementary Figure 7 and Supplementary Table 2: 5'-TR-amp primer, reporter-specific primer just upstream of the promoter) to a portion of the genomic sequence located less than 1kb downstream of the IR gene (Supplementary Figure 7 and Supplementary Table 2, genomic primers 1-20). The amplification products had a total length between 2kb and 3.9kb and spanned the following elements: 183bp of 5'-TR, promoter, EGFP cassette, promoter index, barcode, 3'-TR, and a small fraction of genomic DNA downstream (Supplementary Figure 7). We used this approach to check if the locus-specific genomic region downstream of the DSB remained associated with the correct promoter after Cas9 targeting. A match to a different promoter than expected would otherwise indicate a translocation.

We experienced major difficulties to obtain sufficient quality amplification product for sequencing (see section "Amplification issues" below). Moreover, four of the twenty DNA regions delivered amplification product, but the corresponding sequences did not match any reporter elements upstream or downstream of the expected DSB site, besides a short region surrounding the 5'-TR or genomic primer (Supplementary Table 1). This was likely caused by unspecific primer binding, since proper amplification of the targeted IR loci using the designed primers should at least contain the EGFP reporter sequence downstream of the expected DSB site. We were able to amplify and sequence five of the twenty IR loci. 

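Supplementary Table 1 lists 20 IRs of the pool by the chromosome, position, strand and promoter to which their barcodes were mapped, beside what PCR and Sanger sequencing across the insertion gave. All 20 positions are in the pool tables, and 7 of these IRs have at least 30 reads in all 3 Cas9 assays. Promoter and strand were the same in the tables for 7 of 7, which compares 2 lists of the authors' mapping and does not test it. Among these IRs, Sanger sequencing gave the right promoter for primers 2, 7 and 11. Primers 10 and 16 gave no product, none could be designed for 13, and the sequence of 15 did not match the IR. Primer 2 belongs to a Hoxb1 IR on chromosome 9 at position 13630461 (mm9), in an intron of Cep57, with a mutation frequency of 1.74% with sgRNA2 + ssODN, 1.09% with sgRNA2-ssODN and 14.0% with sgRNA3-ssODN. Primer 7 belongs to a CMV IR on chromosome 11 at 69347077, in an intron of Dnahc2, with 70.8%, 58.4% and 94.6%. Primer 10 belongs to a Hoxb1 IR on chromosome 6 at 6066083, in an intron of Slc25a13, with 61.2%, 56.7% and 89.0%. Primer 11 belongs to a CMV IR on chromosome 6 at 26952426, between genes and 272695 bp from Grm8, with 15.2%, 16.7% and 62.1%. Primer 13 belongs to an Oct4 IR on chromosome 14 at 101980700, in an intron of Tbc1d4, with 45.5%, 41.1% and 86.3%, and primer 16 to an Oct4 IR on chromosome 11 at 62252522, in an intron of Ncor1, with 77.6%, 57.3% and 92.8%. The highest of the 7 was primer 15, an Oct4 IR on chromosome 6 at 15721098 in an exon of Mdfic, with 79.2%, 82.7% and 97.3%.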

The promoter was correct for all five IRs with valid sequences (Supplementary Table 1). Although we cannot exclude the possibility of translocations, our data do not suggest that such events would be frequent nor that they would have had a major impact on our results and conclusions thereof.

| Genomic Primer | Chromosome | Base      | Promoter | Strand | Amplification product | Sequence | Valid sequence (match IR downstream DSB) | Promoter match |
|----------------|------------|-----------|----------|--------|-----------------------|----------|------------------------------------------|----------------|
| 1              | 4          | 43734244  | Oct4     | +      | no                    | NA       | NA                                       | NA             |
| 2              | 9          | 13630461  | Hoxb1    | -      | yes                   | yes      | <b>match</b>                             | <b>match</b>   |
| 3              | 20         | 146955246 | Hoxb1    | +      | yes                   | no       | NA                                       | NA             |
| 4              | 6          | 37604358  | CMV      | -      | yes                   | yes      | no match                                 | NA             |
| 5              | 14         | 96909472  | Hoxb1    | -      | no                    | NA       | NA                                       | NA             |
| 6              | 9          | 115555263 | Hoxb1    | +      | yes                   | yes      | <b>match</b>                             | <b>match</b>   |
| 7              | 11         | 69347077  | CMV      | -      | yes                   | yes      | <b>match</b>                             | <b>match</b>   |
| 8              | 1          | 183806468 | Hoxb1    | -      | yes                   | yes      | no match                                 | NA             |
| 9              | 12         | 4925222   | Oct4     | +      | no                    | NA       | NA                                       | NA             |
| 10             | 6          | 6066083   | Hoxb1    | -      | no                    | NA       | NA                                       | NA             |
| 11             | 6          | 26952426  | CMV      | -      | yes                   | yes      | <b>match</b>                             | <b>match</b>   |
| 12             | 2          | 171545278 | Oct4     | -      | no                    | NA       | NA                                       | NA             |
| 13             | 14         | 101980700 | Oct4     | +      | NA*                   | NA       | NA                                       | NA             |
| 14             | 4          | 108911304 | PGK      | -      | yes                   | yes      | no match                                 | NA             |
| 15             | 6          | 15721098  | Oct4     | -      | yes                   | yes      | no match                                 | NA             |
| 16             | 11         | 62252522  | Oct4     | +      | no                    | NA       | NA                                       | NA             |
| 17             | 1          | 183049789 | CMV      | -      | no                    | NA       | NA                                       | NA             |
| 18             | 6          | 86415855  | Hoxb1    | +      | no                    | NA       | NA                                       | NA             |
| 19             | 16         | 97566570  | cMyc     | -      | no                    | NA       | NA                                       | NA             |
| 20             | 9          | 22558808  | Hoxb1    | -      | yes                   | yes      | <b>match</b>                             | <b>match</b>   |

\* No reliable primer could be designed.

**Supplementary Table 1:** Validation of promoter sequences for 20 randomly chosen IRs. Column "Genomic primer" denotes one of 20 primers targeting a genomic region downstream of the IR barcode, according to Supplementary Table 4. Columns "Chrom" to "Barcode" specify IR-related information, namely the chromosome, location within the chromosome, promoter, strand, and barcode. Column "Amplification product" specifies whether we were successful in obtaining an amplification product. Column "Sequence" indicates whether we could sequence the amplification product (NA when no amplification product was available). Column "Valid sequence" indicates "match" if the sequence corresponds to the intended IR locus, and "no match" otherwise (NA if no sequence was available). Column "Promoter match" indicates "match" if the promoter for a valid sequenced IR locus corresponds to the expected promoter, "no match" otherwise (NA if no valid sequence could be obtained).

The large IR DNA sequences were notoriously challenging to amplify, as expected. Amplification was further complicated by a majority of low-abundance IRs, since most IRs were only present in a fraction of the cells in the population. Moreover, by design we had to use a combination of locus-specific (genomic DNA) and reporter-specific (reporter DNA) primers so as to amplify the DNA at the desired location only when containing a reporter but also regardless of whether the region upstream of the expected DSB matched the expected one. This meant that at least one of the primers had to target one of the TRs, which was the only reporter element upstream of the promoter or downstream of the unique barcode. However, TR sequences are abundant in the genomic DNA of mES cells, making it difficult to design primers that would specifically recognize the intended sequence. As a result, unspecific primer binding led to unspecific and noisy sequence data. To mitigate unspecific binding, we also designed longer primers than usual (32bp).

| Primer name | IR locus (chr. & base) | IR promoter | Promoter index | IR Barcode          | IR strand | Primer sequence (5'-3')           |
|-------------|------------------------|-------------|----------------|---------------------|-----------|-----------------------------------|
| Genomic 1   | 4 43734244             | Oct4        | GAGCG          | TCTACATTTACGCATCGC  | +         | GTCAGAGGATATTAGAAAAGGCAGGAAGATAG  |
| Genomic 2   | 9 13630461             | Hoxb1       | CGTCT          | TAAGCAACTGATGCCGAC  | -         | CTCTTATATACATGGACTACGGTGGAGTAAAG  |
| Genomic 3   | 20 146955246           | Hoxb1       | CGTCT          | GATGTGTTTTGATGCCAC  | +         | GAGGTTAATTCTGTAAGGGCTCAAAAGATG    |
| Genomic 4   | 6 37604358             | CMV         | CAGCT          | TCACCAGATTTCCGTTGG  | -         | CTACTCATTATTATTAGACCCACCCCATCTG   |
| Genomic 5   | 14 96909472            | Hoxb1       | CGTCT          | TGACGCTTAAGCTACGAC  | -         | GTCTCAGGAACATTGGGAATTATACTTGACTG  |
| Genomic 6   | 9 115555263            | Hoxb1       | CGTCT          | TTCCCAACCTAAGGTTCC  | +         | TGAAAGATAATAAAGAACGGGCCTTGTTG     |
| Genomic 7   | 11 69347077            | CMV         | CAGCT          | ATGCACAATGAGCGAAAC  | -         | GAGAGTGTAGATTAGTCAATTCAGGATCTG    |
| Genomic 8   | 1 183806468            | Hoxb1       | CGTCT          | TGTCTCCTAACGTGGTGT  | -         | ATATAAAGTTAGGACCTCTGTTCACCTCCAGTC |
| Genomic 9   | 12 4925222             | Oct4        | GAGCG          | CGATTTCAAATGTCCTTT  | +         | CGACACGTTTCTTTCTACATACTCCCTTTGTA  |
| Genomic 10  | 6 6066083              | Hoxb1       | CGTCT          | ACCGCGCTAAAAACATAT  | -         | GGATTCTAATTCTATCCGTCCTTAACAAG     |
| Genomic 11  | 6 26952426             | CMV         | CAGCT          | CCTTTCGCGATAGCTCTG  | -         | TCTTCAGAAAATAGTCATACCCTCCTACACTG  |
| Genomic 12  | 2 171545278            | Oct4        | GAGCG          | AAAACCTAGAGGAGAATAC | -         | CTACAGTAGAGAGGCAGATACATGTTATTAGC  |
| Genomic 13  | 14 101980700           | Oct4        | GAGCG          | CTAATCGAGTAACATCAC  | +         | no sequence-specific primer       |
| Genomic 14  | 4 108911304            | PGK         | TGTCT          | CTTCCACCCAGCTACGGA  | -         | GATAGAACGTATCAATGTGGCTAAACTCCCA   |
| Genomic 15  | 6 15721098             | Oct4        | GAGCG          | ACGAAATCGGGCCAGATC  | -         | TTATTTTCATCTCAATGGCACCTCATCTGC    |
| Genomic 16  | 11 62252522            | Oct4        | GAGCG          | AGGCCAGTGTATTACGT   | +         | GCTCATCTGCTCACCTGTTTACTATCTTAT    |
| Genomic 17  | 1 183049789            | CMV         | CAGCT          | AATGCCTCTAGCAGTAGG  | -         | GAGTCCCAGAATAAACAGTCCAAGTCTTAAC   |
| Genomic 18  | 6 86415855             | Hoxb1       | CGTCT          | GATAAGGTAGCCAGAGAT  | +         | GATCTCTTCAAAACACACACATTCTCTG      |
| Genomic 19  | 16 97566570            | cMyc        | ATACA          | AGGGACTCCAGAAAGAAC  | -         | CCTTCTCTGCCAGCTTTTAAACGTAATGAG    |
| Genomic 20  | 9 22558808             | Hoxb1       | CGTCT          | TTGCCCGACATCCCATTG  | -         | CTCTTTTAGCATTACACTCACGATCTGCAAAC  |
| 5'-TR-amp   |                        |             |                |                     |           | GCGGTAAGTGTCAGTGATTTGAACATAACG    |

**Supplementary Table 2:** Primers used to investigate the frequency of translocations upon Cas9 targeting. Listed are the sequences of the 20 IR-specific genomic primers, plus the sequence of the 5'-TR primer.

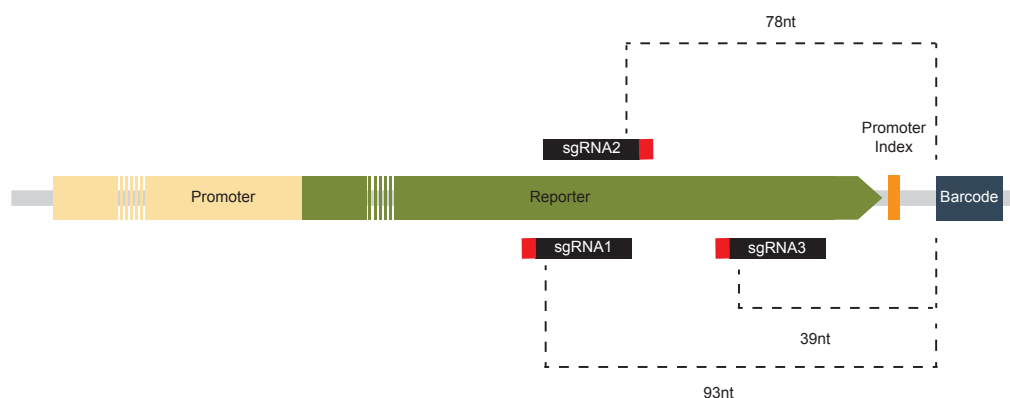

**Supplementary Figure 8:** Distance between the IR barcode and the sites targeted by sgRNA1-3 within the IR gene body.

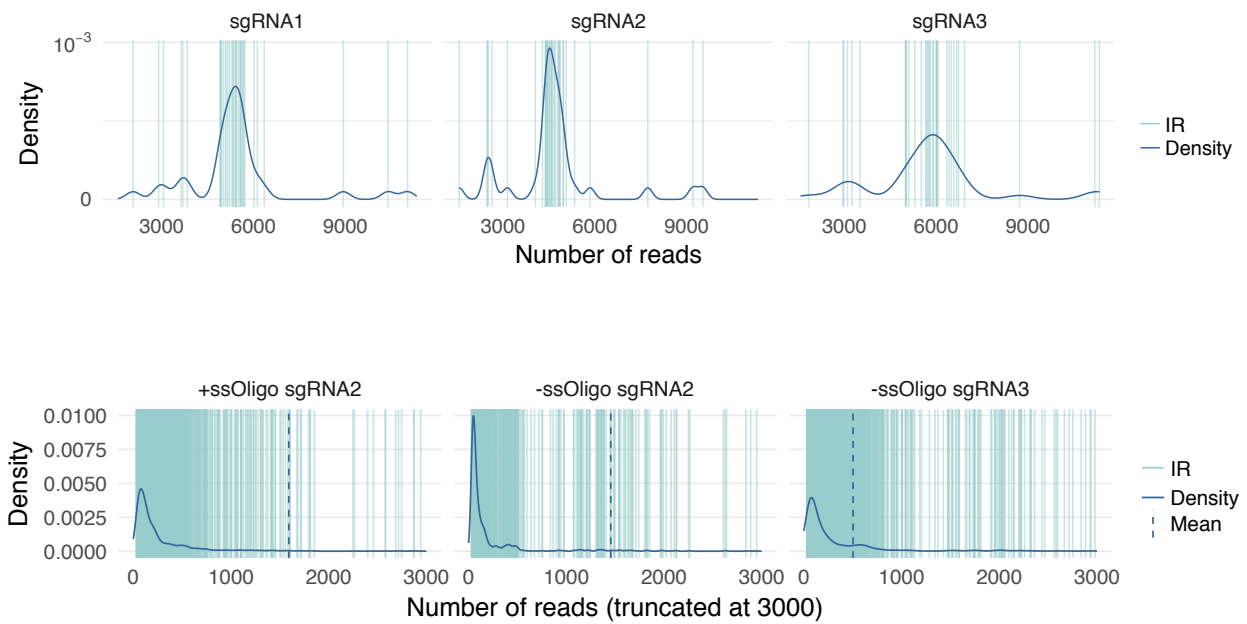

**Supplementary Figure 9:** Read coverage per IR in TRIP cell line and TRIP pool experiments. The average read coverage per IR was significantly larger in the TRIP cell line (top) than in the TRIP pool (bottom).

| Guide RNA / Oligo for HDR                      | Target sequence                                                                                                                                 | Oligonucleotide sequence                               |
|------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------|
| sgRNA1                                         | GCCGAGAGTGATCCCGGCGG                                                                                                                            | CACCGCCGAGAGTGATCCCGGCGG<br>AAACCCGCGGGGATCACTCTCGGC   |
| sgRNA2                                         | CGCCGGGATCACTCTCGGCA                                                                                                                            | CACCGCGCCGGGATCACTCTCGGCA<br>AAACTGCCGAGAGTGATCCCGGCGc |
| sgRNA3                                         | AGTGTCACCTAAATCGTATG                                                                                                                            | CACCGAGTGTCACCTAAATCGTATG<br>AAACCATACGATTAGGTGACACTc  |
| Custom single-stranded oligonucleotide (ssODN) | Sequence                                                                                                                                        |                                                        |
|                                                | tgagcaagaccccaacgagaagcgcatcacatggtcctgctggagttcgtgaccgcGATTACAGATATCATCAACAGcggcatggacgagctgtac<br>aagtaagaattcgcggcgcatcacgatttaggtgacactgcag |                                                        |
| mCherry amplification primers                  | Primer sequence                                                                                                                                 |                                                        |
| Fragment.FOR                                   | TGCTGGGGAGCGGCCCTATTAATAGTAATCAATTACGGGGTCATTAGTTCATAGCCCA                                                                                      |                                                        |
| Fragment.REV                                   | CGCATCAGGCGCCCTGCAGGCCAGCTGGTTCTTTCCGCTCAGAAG                                                                                                   |                                                        |

**Supplementary Table 3:** Sequences of the guide RNAs and the custom oligo for insertion by HDR used in the RNA-guided Cas9 targeting experiments of TRIP cell lines and pools. mCherry amplifications primers.

| Targeted cells         | Primer name                | Illumina sequencing adaptor                                                                | Index sequence | Complementary sequence   |
|------------------------|----------------------------|--------------------------------------------------------------------------------------------|----------------|--------------------------|
| TRIP cell line (MiSeq) | PB-cDNA-forward-1-BC-(1-4) | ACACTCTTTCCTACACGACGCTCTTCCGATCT                                                           | NNNNNNNNNN     | GTCACAAGGGC<br>CGGCCACAA |
| TRIP cell line (MiSeq) | PB-cDNA-Reverse-5          | ACGGCAACATCCTGGGGCACAAG                                                                    |                |                          |
| TRIP cell pool (HiSeq) | PB-cDNA-Reverse-3          | CGACAACCACTACCTGAGCACCCA                                                                   |                |                          |
| TRIP cell pool (HiSeq) | Thio-Solexa-Ad-SE-1        | AATGATACGGCGACCACCGAGATCT<br>ACACTCTTTCCTACACGACGCTCTTCCGAT*C<br>*T                        |                |                          |
| TRIP cell pool (HiSeq) | PB-cDNA-Reverse-2a         | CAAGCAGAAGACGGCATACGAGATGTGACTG<br>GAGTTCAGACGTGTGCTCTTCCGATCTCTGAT<br>CACATGGTCTGCTGGAGTT |                |                          |

**Supplementary Table 4:** Sequences of the primers used in preparation of the TRIP cell line and TRIP cell pool samples for sequencing following RNA-guided Cas9 targeting.

| Primer name          | Illumina sequencing primer       | Index sequence | UID 16-nt        | Annealing part of primer |
|----------------------|----------------------------------|----------------|------------------|--------------------------|
| PB-cDNA-f-UID-16n-1  | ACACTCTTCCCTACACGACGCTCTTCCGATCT | AACGTGAT       | NNNNNNNNNNNNNNNN | GTCACAAGGGCCGGCCACAA     |
| PB-cDNA-f-UID-16n-2  | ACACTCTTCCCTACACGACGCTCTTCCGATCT | AAACATCG       | NNNNNNNNNNNNNNNN | GTCACAAGGGCCGGCCACAA     |
| PB-cDNA-f-UID-16n-3  | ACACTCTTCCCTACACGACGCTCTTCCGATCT | ATGCCTAA       | NNNNNNNNNNNNNNNN | GTCACAAGGGCCGGCCACAA     |
| PB-cDNA-f-UID-16n-4  | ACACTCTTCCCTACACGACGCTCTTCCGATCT | AGTGGTCA       | NNNNNNNNNNNNNNNN | GTCACAAGGGCCGGCCACAA     |
| PB-cDNA-f-UID-16n-5  | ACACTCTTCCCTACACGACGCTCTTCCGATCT | ACCACTGT       | NNNNNNNNNNNNNNNN | GTCACAAGGGCCGGCCACAA     |
| PB-cDNA-f-UID-16n-6  | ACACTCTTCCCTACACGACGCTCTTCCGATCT | ACATTGGC       | NNNNNNNNNNNNNNNN | GTCACAAGGGCCGGCCACAA     |
| PB-cDNA-f-UID-16n-7  | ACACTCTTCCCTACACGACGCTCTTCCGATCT | CAGATCTG       | NNNNNNNNNNNNNNNN | GTCACAAGGGCCGGCCACAA     |
| PB-cDNA-f-UID-16n-8  | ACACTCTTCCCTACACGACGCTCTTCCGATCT | CATCAAGT       | NNNNNNNNNNNNNNNN | GTCACAAGGGCCGGCCACAA     |
| PB-cDNA-f-UID-16n-9  | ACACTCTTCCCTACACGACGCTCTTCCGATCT | CGCTGATC       | NNNNNNNNNNNNNNNN | GTCACAAGGGCCGGCCACAA     |
| PB-cDNA-f-UID-16n-10 | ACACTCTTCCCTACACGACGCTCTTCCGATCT | ACAAGCTA       | NNNNNNNNNNNNNNNN | GTCACAAGGGCCGGCCACAA     |
| PB-cDNA-f-UID-16n-11 | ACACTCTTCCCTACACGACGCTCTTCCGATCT | CTGTAGCC       | NNNNNNNNNNNNNNNN | GTCACAAGGGCCGGCCACAA     |
| PB-cDNA-f-UID-16n-12 | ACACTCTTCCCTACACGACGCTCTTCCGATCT | AGTACAAG       | NNNNNNNNNNNNNNNN | GTCACAAGGGCCGGCCACAA     |

**Supplementary Table 5:** Sequences of the UID-specific primers used in preparation of the TRIP cell pool samples for sequencing following RNA-guided Cas9 targeting.

| PCR amplification steps         | Temperature | Time     |     |
|---------------------------------|-------------|----------|-----|
| <b>Assembly of the reaction</b> | 98°C        | 03:00    | 1X  |
|                                 | 98°C        | 00:15    | 2X  |
| Reagents:                       | 65°C        | 00:30    |     |
| PB-cDNA-Reverse-3 10μM          | 72°C        | 01:00    |     |
| PB-cDNA-f-UID-16n-x 10μM        | 4°C         | Forever  | 1X  |
| <b>Exonuclease treatment</b>    | 37°C        | 01:00:00 | 1X  |
|                                 | 98°C        | 05:00    | 1X  |
| Reagent:                        | 4°C         | Forever  | 1X  |
| Exonuclease-I (20 U/μl) 3μl     |             |          |     |
| <b>Final amplification</b>      | 98°C        | 00:15    | 24X |
|                                 | 65°C        | 00:30    |     |
| Reagents:                       | 72°C        | 01:00    |     |
| Thio-Solexa-Ad-SE-1 10μM        | 72°C        | 05:00    | 1X  |
| PB-cDNA-Reverse-2a 10μM         |             |          |     |

**Supplementary Table 6:** PCR amplification protocol parameters.

| Tested IR                                        | Chromosome | Base      | Strand | Barcode                     | Promoter | Index |
|--------------------------------------------------|------------|-----------|--------|-----------------------------|----------|-------|
| 1                                                | 4          | 43734244  | +      | TCTACATTTACGCATCGC          | Oct4     | GAGCG |
| 2                                                | 9          | 13630461  | -      | TAAGCAACTGATGCCGAC          | Hoxb1    | CGTCT |
| 3                                                | 20         | 146955246 | +      | GATGTGTTTGATGCCAC           | Hoxb1    | CGTCT |
| 4                                                | 6          | 37604358  | -      | TCACCAGATTTCCGTTGG          | CMV      | CAGCT |
| 5                                                | 14         | 96909472  | -      | TGACGCTTAAGCTACGAC          | Hoxb1    | CGTCT |
| <b>General reporter primers (5'→3')</b>          |            |           |        | <b>Primer sequence</b>      |          |       |
| PB-Valid.3-Out primer-1                          |            |           |        | TCACATGGTCCTGCTGGAGTT       |          |       |
| Inner-1                                          |            |           |        | TCCTGCTGGAGTTCGTGACC        |          |       |
| <b>IR locus-specific genome spanning primers</b> |            |           |        | <b>Primer sequence</b>      |          |       |
| GEMP_mval_1_outer                                |            |           |        | TAAACCAGTCACTTTCTTGACAGC    |          |       |
| GEMP_mval_1_inner                                |            |           |        | TAAACCAGTCACTTTCTTGACAGC    |          |       |
| GEMP_mval_2_outer                                |            |           |        | ACTCCCAAATGCTTGCTCCAACCTCT  |          |       |
| GEMP_mval_2_inner                                |            |           |        | TCTATGCCCTCTTCCCTCATCAGCTGT |          |       |
| GEMP_mval_3_outer                                |            |           |        | CAATGGGCACACACATGGGTTC AAG  |          |       |
| GEMP_mval_3_inner                                |            |           |        | ATATGGAGAGAGAAGATGGAGTTCC   |          |       |
| GEMP_mval_4_outer                                |            |           |        | AGGCAAGGGGTTTCATCACACACAG   |          |       |
| GEMP_mval_4_inner                                |            |           |        | AGGAGAAGACTGGACATGATGGTGC   |          |       |
| GEMP_mval_5_outer                                |            |           |        | TCGTGAAACTGGAAGGCAAAATGGT   |          |       |
| GEMP_mval_5_inner                                |            |           |        | GCCACAAATGATATGGGCTGGAGGA   |          |       |
| <b>Sequencing primer (5'→3')</b>                 |            |           |        | <b>Primer sequence</b>      |          |       |
| PB-Valid.Gen.Seq-1                               |            |           |        | CCGGGATCACTCTCGGCA          |          |       |

**Supplementary Table 7:** List of five IRs from the TRIP pool that were randomly selected to validate the association between barcode and promoter index prior to Cas9 targeting. Sequences provided as a Source Data file.

#### Supplementary References:

Jiang *et al.* Induction of site-specific chromosomal translocations in embryonic stem cells by CRISPR/Cas9. *Sci. Rep.* **6**, 21918 (2016).  
Lekomtsev *et al.* Efficient generation and reversion of chromosomal translocations using CRISPR/Cas technology. *BMC Genomics* **17**, 739 (2016).

# Supplementary material for: Multiplexed Cas9 targeting reveals genomic location effects and gRNA-based staggered breaks influencing mutation efficiency
**Source:** Nat Commun. 2019 Apr 8;10:1598. doi: 10.1038/s41467-019-09551-w
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | UNIX command-line tools, SRA-toolkit version 2.9.0 for retrieving and manipulating HCoDES sequence data from SRA, fastQC version 0.11.4 to assess the quality of sequence data.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Data analysis   | R Bioconductor package ShortRead to identify sequences such as reporter barcodes, BowTie version 2.0 to align reads to the mouse genome, NCBI BLAST 2.7.1+ to align HCoDES sequences to the reference HCoDES sequence, numerous statistical analysis and plotting functions from the base R software version 3.2.3 (such as <code>lm</code> , <code>anova</code> , <code>cor.test</code> , ...) as well as the following additional R packages: <code>reshape2_1.4.2</code> , <code>ggbeeswarm_0.6.0</code> , <code>heplots_1.3-4</code> , <code>gridExtra_2.3</code> , <code>viridis_0.4.0</code> , <code>viridisLite_0.2.0</code> , <code>ggsci_2.8</code> , <code>ggthemes_3.4.0</code> , <code>ggplot2_2.2.1</code> , <code>data.table_1.10.4-3</code> , <code>dplyr_0.7.4</code> , <code>Gviz_1.14.7</code> , <code>GenomicRanges_1.22.4</code> , <code>GenomeInfoDb_1.6.3</code> , <code>IRanges_2.4.8</code> , <code>car_2.1.6</code> , <code>stringr_1.2.0</code> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

High-throughput sequence data and accompanying processed data that support the findings of this study have been deposited in GEO with accession code GSE127752.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The cell lines contained 36 reporter integrations, the cell pools contained several thousands of reporter integrations.                                                                                                                                                                                                                         |
| Data exclusions | We excluded barcoded reporters which could not be mapped against the mouse genome, had very low sequence coverage (count below 30) or whose barcode could not be uniquely identified. The reason for the exclusion was to guarantee the reliability and robustness of subsequent statistical analyses.                                          |
| Replication     | Experiments to obtain mapping, normalization and expression reads were performed in duplicate. We also performed 12 replicates per guide RNA-Cas9 targeting combination of TRIP pools. The data assessed in our study (mutation frequencies and patterns) were reproducible, since they were highly correlated across the different replicates. |
| Randomization   | Reporter genes had identical sequence, were assigned random promoter sequences, and were randomly integrated into the genomes of mouse embryonic stem cells.                                                                                                                                                                                    |
| Blinding        | The integration of barcoded reporters into the genomes was inherently random.                                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                              |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | The ESTTA cell lines were established in-house. The single-promoter TRIP cell lines and multi-promoter TRIP pools were established in-house. |
| Authentication                                                       | Morphology assessment by microscopy. Growth rate assessment.                                                                                 |
| Mycoplasma contamination                                             | All cell lines tested negative for mycoplasma contamination.                                                                                 |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Name any commonly misidentified cell lines used in the study and provide a rationale for their use.                                          |

How the deposited data were processed for this re-analysis (not part of the article)

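Cas9-induced mutations at integrated reporters (IRs) were analysed from the processed data that the authors deposited, without going back to the sequencing reads. The cell line has 1 sample for each of sgRNA1, sgRNA2 and sgRNA3, with 36 IRs. The paper's Methods state that Cas9 assays were done in triplicate and replicates merged, and the deposited data do not separate them. The TRIP pool has 12 libraries for each of sgRNA2 + ssODN, sgRNA2-ssODN and sgRNA3-ssODN, merged in a table per assay, and 4 further samples with sgRNA2 and ssODN, of which 2 are labelled with 1 µM and 8 µM ssODN. IR expression in the pool has 2 cDNA and 2 genomic DNA replicates.

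For the cell line, the authors parsed reads for the barcode, aligned them semi-globally to the reporter and deposited the lesion class, the changed bases and the position of each read, with an alignment score for part of them. For the pool, the authors deposited read counts per barcode and lesion class, without normalization, joined to IRs that they mapped on mm9. Several entries of a table can belong to the same IR. For IR expression, the authors deposited counts of barcodes in cDNA and genomic DNA, without normalization. The log2 expression value that the authors give in the pool tables was used in an alternative only, and its formula is not stated there.

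Reads of the 36 listed barcodes were used in the cell line, of which 27 have a mapped position. In the pool, IRs with at least 30 reads in all 3 assays were used, taking the entry with most reads for each IR. Mutation frequency was the percentage of reads that are not wild-type. Depth in the cell line was 198078, 169141 and 210503 reads with sgRNA1, sgRNA2 and sgRNA3. In the pool it was 2162933, 1977667 and 684106 reads at the 1359 IRs with sgRNA2 + ssODN, sgRNA2-ssODN and sgRNA3-ssODN. Shares of reads have 95% Wilson intervals, which cover counting error only. For the expression log2 value, the deposited counts of each library were scaled to the same total and averaged over replicates, 1 count was added, and IRs with fewer than 10 genomic DNA counts in a replicate were left out.

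With replicates not separated in a table, guides and assays were compared by means, the SD over IRs and the number of IRs that show a direction, with no test. Resampling of IRs (2000 draws, and 200 for the variance model) gave 95% intervals over IRs. Relations across IRs were tested with two-sided permutation tests of Pearson's r (100000 permutations), with Spearman's rho beside it and Benjamini-Hochberg adjustment within each family at a threshold of 0.05. High and low expression IRs were compared by a permutation test of the difference in means. The variance model was a linear model with IR locus, guide RNA, ssODN and locus-guide interaction and type II sums of squares, with promoter as a part of locus.

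Lesion sizes and patterns came from reads with a single lesion. Deletions and insertions that leave the same sequence at several placements were treated as ambiguous. The insertion models follow the rules of the paper's Methods for sites from -2 to 8 upstream of the PAM, with the counts redrawn 300 times for their spread. Distances to genes and transcription start sites came from the GENCODE annotation of mm9 and GC content from 2000 bp of sequence around the IR, while the paper used Ensembl annotation. IRs were grouped by abundance from the 4 further experiments, with at least 100 reads in each and a distance limit of 0.3 on the log2 scale, with 1000 shuffles of IRs and 10000 permutations within groups. Genomic DNA counts were also shuffled among IRs with mutation frequencies within 3 points of each other in all 3 assays (complete linkage). Knock-in frequencies of the further experiments were compared with the reported one at IRs with numbers of reads within 1.5-fold of each other.

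Alternatives covered the minimum reads per IR (10 and 100), complex reads, reads with an alignment score under the 10th percentile of the authors' score values, how IRs are averaged and folds formed, the correlation, the logit scale, extreme IRs, pseudocounts of 0.5 and 10, the minimum genomic DNA counts, promoter means, each replicate left out, the pairing of cDNA and genomic DNA, group sizes, the weights and terms of the variance model, and the placement of ambiguous lesions. The closing section gives their effect.

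By a rule set in advance, the IRs and lesions to name were the IRs with the highest and the lowest mutation frequency of the cell line, the IRs of Supplementary Table 1 that pass the minimum, the 10 most frequent deletions per guide, every inserted nucleotide and every promoter. Of these deletions the text names the 2 most frequent per guide and gives the 10 as a sum, a choice made after their values were seen. Left out were 2 count columns of the cell line, which come from samples of another study, and 17 columns of the pool expression table, of which 14 describe mapping. The other TGE features, the end-sequencing data and expression in wild-type mES cells were not analysed here.

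The lesion classes were checked to sum to the total in every entry of the 7 pool tables, and guides were checked against the wild-type reads and their PAM. The code was tested on simulated data, where 10 of 10 tests passed. In 200 simulated unrelated pairs, 3% had a permutation p under 0.05, and 99.5% of related pairs did. Each pair had as many values as the cell line has IRs, all independent, and the related pairs a strong relation. The error rate and power for weak relations across pool IRs, which are not independent, were not simulated. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.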

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

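In this part, the tests on the number of reads per IR, on the overall mutation frequency of an experiment and on the shares of deletions among mutated reads were chosen only after the result was seen.

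The data hold 4 further experiments with sgRNA2 and ssODN in the TRIP pool that the paper does not report. They were set apart because they show knock-ins in data the paper did not analyse. Mean knock-in frequency over IRs was 6.35% in the first, 4.37% in the second, 1.15% in the third with 1 µM ssODN and 1.51% in the fourth with 8 µM, against 1.74% in the reported experiment. With reads pooled over IRs, which gives weight to IRs with many reads, it was 8.30% (95% Wilson interval 8.25 to 8.36), 1.81% (1.79 to 1.83), 0.249% (0.243 to 0.255) and 0.257% (0.251 to 0.264), against 0.327% (0.320 to 0.335), so that the size of the differences depends on the averaging. Counts of 0 would allow up to 0.000356%, 0.000219%, 0.00012% and 0.000119% of reads, for counting error only. Each is a single sample, so no test compares them, and the amount of ssODN in the first and the second is not given in the labels.

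The number of reads per IR was weighed first as a technical explanation. At the 177 IRs with numbers of reads within 1.5-fold of each other in the first and the reported experiment, knock-ins were 3.83 points more frequent in the first (95% interval over resampled IRs 2.99 to 4.71, higher at 113 IRs and lower at 9), which argues against reads per IR as the whole cause. At such IRs, the differences from the reported experiment were 2.16 points in the second (682 IRs), -0.847 in the third (698 IRs) and -0.366 in the fourth (956 IRs). Mean reads per IR were 622, 1019, 1863 and 1864, against 1592 in the reported experiment, and total depth was not tested apart from the experiment. The overall mutation frequency of an experiment was weighed next. Other mutations than knock-ins were 3.10 points less frequent in the first experiment than in the reported one (-3.10, 95% interval over resampled IRs -3.65 to -2.55, lower at 742 of 1354 IRs), while knock-ins were 4.60 points more frequent (4.32 to 4.88, higher at 1040 IRs). This argues against overall mutation frequency as the whole cause. Without the first experiment, the other 4 rank alike in both measures, with other mutations at 38.4% in the second, 34.6% in the reported, 28.3% in the fourth and 23.9% in the third, so that a part of the differences among these may go with overall mutation frequency. The ratio of mean knock-in to mean insertion frequency was 1.11 and 0.946 in the first and the second experiment, and 0.462, 0.519 and 0.461 in the third, the fourth and the reported one. In the sample labels, the second, the third, the fourth and the reported experiment share a number that the first does not, and its meaning is not stated. If it marks a batch, the first experiment and its batch cannot be told apart, while the second and the reported one differ within a batch. A difference in ssODN or in delivery stays open, and a biological difference between the experiments was not tested.

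The direction of the deletion difference between guides was opposite in the cell line and in the pool. Deletion frequency was lower with sgRNA3 than with sgRNA2 in the cell line (-6.28 points, lower at 35 of 36 IRs) and higher without ssODN in the pool (11.2 points, higher at 1096 and lower at 224 of 1359 IRs). With 1 merged table per guide in each, the difference between cell line and pool was not tested. A ceiling was weighed as an explanation, since cell line IRs are mutated more often and insertions could take the place of deletions there. At the 301 pool IRs with an sgRNA2 mutation frequency in the range of the cell line, from 31.8% to 64.1%, deletions were 13.0 points more frequent with sgRNA3, and higher at 273 of them, which argues against it, although their mean mutation frequency with sgRNA3 was 86.5%, above the 65.8% of the cell line. At the 258 IRs above that range the difference was 0.886 points. Overall mutation frequency was weighed next. Deletions made up 84.0% of mutations with sgRNA2 and 58.1% with sgRNA3 in the cell line, and 82.7% and 61.0% in the pool, while mutation frequency differed by 12.8 points between the guides in the cell line and by 29.2 points in the pool. With the mutation frequencies of the cell line and the shares of the pool, deletions would be lower with sgRNA3 (-3.66 points, 95% interval over resampled IRs -4.64 to -2.65), and with those of the pool and the shares of the cell line higher (9.10 points, 7.84 to 10.3). The opposite direction may thus go with the larger difference in overall mutation frequency in the pool more than with the balance of lesion classes. A minimum of 100 reads kept them higher in the pool, at 1.22-fold. In the cell line and in the pool, the labels of sgRNA3 carry another number than those of sgRNA2, so that a batch, if the number marks one, and the guide cannot be told apart. The cell line and the pool were transfected, amplified and sequenced in different ways by the paper's methods, and whether the difference in overall mutation frequency comes from these or from a biological difference between a clone and a mixed pool was not tested.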

How the results depend on the processing

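Chosen only after seeing the data were the tests with all entries of an IR summed, with the authors' expression value, with insertion windows of a single run of the base, with deletion positions as called by the authors, with protein-coding genes only, with Spearman's rho for genomic context and with other limits of the abundance groups. The remaining alternatives were set before the data were examined. Of 633 recomputed values, 464 kept their direction and their side of the threshold or moved by less than their spread, 149 moved further, 10 lost and 4 gained the threshold and 6 changed sign. For R2 across pool IRs, all 45 alternatives had the smallest p that the permutations can give, which says nothing of stability, and R2 itself moved. For insertions it ranged from 0.127 to 0.562 between sgRNA2 + ssODN and sgRNA2-ssODN (0.248 in the main analysis), from 0.187 to 0.551 between sgRNA2 + ssODN and sgRNA3-ssODN (0.303) and from 0.153 to 0.528 between sgRNA2-ssODN and sgRNA3-ssODN (0.238), lowest with a minimum of 10 reads and highest on the logit scale. For mutations it lay between 0.675 and 0.971, and for deletions between 0.639 and 0.936. Of the 36 alternatives for R2 across cell line IRs, 2 changed a call. Unless a reason is given, the cause was not tested.

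Raising the minimum to 100 reads, which keeps 366 of the IRs, reversed the relations of IR expression with sgRNA2. For sgRNA2 + ssODN, r became -0.138 for deletions (adjusted p = 0.0285, with 0.0285 to 0.122 over all alternatives), -0.114 for insertions (0.0512, with 0.0186 to 0.0616) and -0.109 for knock-ins (0.0515, with 0.0515 to 0.659). For sgRNA2-ssODN it became -0.125 for deletions (0.0392, with 0.0392 to 0.490) and -0.0966 for insertions (0.0760, with 0.0208 to 0.0760). The relation with insertions of sgRNA3-ssODN fell below the threshold (r = 0.0431, adjusted p = 0.412, with 7e-05 to 0.412), and that with deletions of sgRNA3-ssODN grew in size (r = -0.230, adjusted p = 0.000140, with 0.000140 to 0.0480).

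The same minimum gave, as means over IRs, mutation frequencies of 44.3%, 40.5% and 63.4% with sgRNA2 + ssODN, sgRNA2-ssODN and sgRNA3-ssODN, deletion frequencies of 32.7%, 33.2% and 40.4% in the same order, insertion frequencies of 4.40% and 4.32% with sgRNA2 + ssODN and sgRNA2-ssODN and a knock-in frequency of 2.91% with sgRNA2 + ssODN. The folds of sgRNA3 over sgRNA2 without ssODN became 1.57 for mutations, 4.96 for insertions and 1.22 for deletions, with a difference of 22.9 points in mutation frequency, and the difference of knock-ins and insertions above 70% mutation became -1.69 points. In the variance model, locus took 89.7%, guide 6.41%, locus-guide interaction 3.29%, ssODN 0.173% and the residual 0.452%, with an R2 of 0.996 and an adjusted R2 of 0.987.

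With a minimum of 10 reads and 2056 IRs, there were mutation frequencies of 32.9%, 27.1% and 56.6% with sgRNA2 + ssODN, sgRNA2-ssODN and sgRNA3-ssODN, deletion frequencies of 25.3%, 22.4% and 34.0% in the same order, insertion frequencies of 3.46% and 2.90% with sgRNA2 + ssODN and sgRNA2-ssODN and a knock-in frequency of 1.45% with sgRNA2 + ssODN, and the folds were 2.09 for mutations, 7.40 for insertions and 1.51 for deletions. Locus took 77.1%, interaction 5.94%, the residual 2.82% and promoter 0.241% of the variance, with an R2 of 0.972 and an adjusted R2 of 0.916.

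Pooling reads over IRs gives IRs with many reads more weight by construction. It gave mutation frequencies of 6.27%, 3.28% and 69.5% with sgRNA2 + ssODN, sgRNA2-ssODN and sgRNA3-ssODN, deletion frequencies of 4.58%, 2.60% and 45.2% in the same order, insertion frequencies of 0.698%, 0.417% and 22.6% in the same order and a knock-in frequency of 0.327% with sgRNA2 + ssODN, folds of 21.2 for mutations, 54.2 for insertions and 17.4 for deletions, and a difference of 66.2 points in mutation frequency.

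Medians over IRs gave mutation frequencies of 33.5%, 23.6% and 71.2% with sgRNA2 + ssODN, sgRNA2-ssODN and sgRNA3-ssODN, deletion frequencies of 20.0% and 42.3% with sgRNA2-ssODN and sgRNA3-ssODN, insertion frequencies of 2.22%, 1.59% and 24.1% in the same order and a knock-in frequency of 0% with sgRNA2 + ssODN, with folds of 3.02, 15.2 and 2.12 for mutations, insertions and deletions and a difference of 47.6 points. As means of the ratio per IR, the folds were 4.85, 12.2 and 3.21.

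In the variance model, weighting by reads gave locus 92.2%, guide 4.75%, interaction 2.60%, ssODN 0.0342% and residual 0.395%, with an R2 of 0.998 and an adjusted R2 of 0.994. The logit scale gave locus 82.9%, interaction 1.89% and ssODN 0.395%. Leaving the interaction out moves its share to the residual by construction, at 6.85%, with an R2 of 0.932 and an adjusted R2 of 0.898. Locus kept the largest share under every alternative run for the model, none of which separates the locus from the founder clone of an IR.

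Leaving complex reads out moved the difference between sgRNA3 and sgRNA2 in the cell line to 13.7 points and deletion frequency of sgRNA2 + ssODN in the pool to 29.3%. Leaving out reads under the 10th percentile of the alignment score moved the cell line values to 2.06% for insertions with sgRNA1, and to 50.5% and 63.4% for mutations with sgRNA2 and sgRNA3. The folds of sgRNA3 became 13.1 for insertions and 0.774 for deletions against sgRNA1, and 5.27 and 0.824 against sgRNA2. Deletions under 10 bp then made up 78.4%, 72.0% and 83.1% with sgRNA1, sgRNA2 and sgRNA3, with a mean of 77.8%, and 1-bp insertions 85.2%, 82.2% and 96.2%. With sgRNA1, 3-bp deletions made up 42.4% and the loss of CGG 42.0%. With sgRNA2, 1-bp and 2-bp deletions made up 13.5% and 12.7%, and with sgRNA3, 2-bp, 4-bp and 5-bp deletions 14.7%, 15.4% and 15.2%. These values move in part by construction, since most wild-type reads have no score. Of the reads left out, 81.8%, 87.9% and 99.1% were mutated with sgRNA1, sgRNA2 and sgRNA3.

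The share of 1-bp deletions with sgRNA2 was 13.4% as a mean over IRs and 12.5% for lesions within 10 nt of the 3|4 site. Restricted to 3|4 and 4|5, G made up 64.9% of 1-bp insertions with sgRNA1 and 77.1% with sgRNA2.

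Counts of deletions next to a break site moved with how they were counted, and every change here follows from the definition of the count. With all deletions, 31.7%, 39.7% and 25.2% neighboured 3|4 with sgRNA1, sgRNA2 and sgRNA3, and 18.6%, 13.6% and 38.6% neighboured 4|5. With any placement counted in full, the shares were 65.3% at 3|4 and 54.9% at 4|5 for sgRNA1, 11.3% at 4|5 for sgRNA2, and 31.4% at 3|4 and 37.2% at 4|5 for sgRNA3. As called by the authors, they were 51.5% and 8.11% for sgRNA1, 0% at 4|5 for sgRNA2, and 11.5% and 27.6% for sgRNA3. The share was higher at 3|4 with sgRNA1 and sgRNA2 and at 4|5 with sgRNA3 in each of these counts.

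With insertion windows of a single run of the base, nucleotide 4 at 4|5 under the staggered model was 79.7 times the mean of the others with sgRNA1 and 608 times with sgRNA3. For sgRNA1, that model placed 88.2% of insertions at 3|4 and 4|5 and 47.0% at 4|5. For sgRNA3, the sites 3|4 and 4|5 held 99.5% under the blunt, 99.4% under the staggered and 99.5% under the combined model, and 4|5 alone 97.8% under the staggered and 97.9% under the combined model.

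Relations near the threshold changed their call. Insertions of sgRNA2 + ssODN lost it with IR expression under Spearman's rho (rho = 0.0570, adjusted p = 0.0616), when centred on promoter means (r = 0.0606, adjusted p = 0.0601) and with a pseudocount of 0.5 (r = 0.0588, adjusted p = 0.0533), where all alternatives gave 0.0186 to 0.0616. Insertions of sgRNA2-ssODN lost it under Spearman's rho (0.0606, adjusted p = 0.0615) and when centred on promoter means (0.0566, adjusted p = 0.0644), where all alternatives gave 0.0208 to 0.0760. Deletions of sgRNA2 + ssODN passed with a minimum of 50 genomic DNA counts (r = 0.0576, adjusted p = 0.0483, within 0.0285 to 0.122).

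Under Spearman's rho, proximity to the nearest gene gained the threshold with insertions of sgRNA3-ssODN (0.0854, adjusted p = 0.0173, against up to 0.125 under the other alternative). Proximity to the nearest transcription start site gained it with insertions of sgRNA3-ssODN (0.0901, adjusted p = 0.0151), lost it with those of sgRNA2-ssODN (0.0628, adjusted p = 0.0866) and changed sign with deletions of sgRNA3-ssODN (-0.00944, adjusted p = 0.803), where Spearman's rho was the only alternative. In the cell line, the insertion relation of sgRNA2 and sgRNA3 lost the threshold under Spearman's rho squared (0.106, adjusted p = 0.0701) and without the 2 IRs farthest from the median (0.0489, adjusted p = 0.269), within 0.00591 to 0.269.

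Between IRs of high and low expression, insertions of sgRNA2-ssODN differed by 1.19 points with the top and bottom 10% (adjusted p = 0.0280, within 0.0280 to 0.287). Leaving out each replicate of the expression assay in turn gave -5.50 to -3.70 points for deletions of sgRNA3-ssODN, and the difference lost the threshold without replicate 2 (-3.70 points, adjusted p = 0.0757, within 0.00543 to 0.0757). No call changed without replicate 1, nor for the other 12 results without replicate 2.

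Taking the ratio of cDNA to genomic DNA within each replicate number, as a replicate block, left the 7 relations of IR expression on their side of the threshold, with r = 0.0621 for insertions of sgRNA2 + ssODN (adjusted p = 0.0382, within 0.0186 to 0.0616) and 0.150 for insertions of sgRNA3-ssODN. No paired analysis was possible for the Cas9 assays because the 12 libraries of each pool assay are merged in a single table, and the cell line data of a guide are deposited as 1 sample, without the triplicates that the Methods state.

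Other settings moved little. Scaling IRs to the same total kept all 36 model values within their spread, and summing the entries of an IR kept all 15 values it applies to. The authors' expression value kept the call of all 7 relations, as did a pseudocount of 10 and no minimum of genomic DNA counts. Limits of 60% and 80% kept knock-ins below insertions. Beyond the values above, 13 further values moved, of which 9 belong to the abundance groups and 4 to shares of inserted nucleotides and lesions.

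Depth limits what the pool can show. At an IR with 30 reads, a count of 0 allows a share of up to 10%. Near the minimum, a single IR without knock-in reads can therefore still have a knock-in frequency of a few percent. The cell line has at least 1581 reads per IR and no unique identifiers, and the intervals for its shares cover counting error only.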

Differences from the paper's values

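The count of deletion positions as called by the authors is the test chosen only after the values were seen. Of 43 values of the paper that were also computed here, 3 differed by the rule used, all of them shares of deletions in the cell line that neighbour a break site, for which the paper's values were read from a figure.

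With sgRNA1, 25.2% of deletions neighboured 3|4, while the paper's value is about 44% in Fig. 4c, read by eye. Of the alternatives set before the data were examined, using all deletions (31.7%) and counting any placement in full (65.3%) each came within 1.5-fold of the paper's value. The positions as called by the authors, a count chosen after seeing the values, gave 51.5%, which is also within that range.

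With sgRNA1, 14.5% of deletions neighboured 4|5, while the paper's value is about 5% in Fig. 4c, read by eye. Both alternatives set before the data were examined, all deletions (18.6%) and any placement in full (54.9%), stayed more than 1.5-fold above it. So did the positions as called by the authors (8.11%), a count chosen after seeing the values.

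With sgRNA3, 16.1% of deletions neighboured 3|4, while the paper's value is about 8% in Fig. 4c, read by eye. Both alternatives set before the data were examined, all deletions (25.2%) and any placement in full (31.4%), stayed more than 1.5-fold above it. The positions as called by the authors gave 11.5%, within 1.5-fold of the paper's value, in a count chosen after seeing the values.

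The paper states that knock-ins outnumber error-based insertions at IRs of high total mutation frequency. Above its limit of 70%, knock-ins outnumbered insertions at 79 of 256 IRs, which is 30.9%, with means of 6.07% and 8.60%. The mean over IRs of the ratio of knock-ins to insertions was above 1 only in the bins from 80% to 90% (1.10) and from 90% to 100% (1.20).

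The paper gives the higher of its pair of insertion frequencies with sgRNA2 to disruption without ssODN. Here the higher mean was that of editing with ssODN, 3.78%, against 3.24% without. At a minimum of 100 reads the means were 4.40% and 4.32%, at 10 reads 3.46% and 2.90%, and with the reads pooled over IRs 0.698% and 0.417%.

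The paper gives the GC content of sgRNA3 as higher than the 40% computed from its sequence.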

Other observations

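In this part, the tests on read totals and on IR expression within groups, the relations with genomic context and the limits of the groups other than 0.3 were chosen only after the result was seen. The patterns below were found and tested on the same data.

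The pool was grown from a limited number of cells with several IRs each, by the paper's methods, so IRs of one founder cell would share their abundance in every library. A hypothesis is that a part of the difference in mutation frequency between IRs follows founder clones and not only the IR locus. Abundance profiles were built from changes in the reads of 752 IRs with at least 100 reads in each of the 4 further ssODN experiments, and mutation frequency was then compared in the 3 reported assays. An IR and its nearest neighbor in abundance differed by 7.67 points in mutation frequency with sgRNA2 + ssODN, against 36.4 points when IRs were shuffled. With sgRNA2-ssODN these values were 8.91 and 34.2, and with sgRNA3-ssODN 6.14 and 39.5. In each assay the one-sided p was 0.000999, the smallest that 1000 shuffles can give. The values are consistent with founder clones that differ in mutation frequency, for instance through the amount of Cas9 or repair in a clone, which was not tested.

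At a distance limit of 0.3 on the log2 scale, these IRs fell into 109 groups. The groups accounted for 92.9%, 89.8% and 96.0% of the variance in mutation frequency in the 3 assays, against 14.6%, 14.2% and 14.2% with IRs shuffled. At limits of 0.5, 0.7 and 1.0, with 40, 18 and 11 groups, the shares for sgRNA2 + ssODN were 90.7%, 85.5% and 80.9%. Groups of 10 or more IRs had a median of 11 chromosomes, so they are not neighbors on the genome. The genomic DNA of the expression assay, taken without Cas9, gives a separate test of whether the groups are clones. The groups accounted for 85.9% of the variance of its log2 counts, against 14.5% with IRs shuffled and 19.1% in the highest of the shuffles, as founder clones would give.

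Genomic neighborhood was weighed as another explanation of the shared mutation frequency. Over 105 pairs of adjacent IRs within 100 kb, the mean difference with sgRNA2 + ssODN was 34.8 points, against 34.6 when IRs were shuffled (one-sided p = 0.517), and p was 0.380 and 0.229 in the other assays. Within groups, 22 such pairs differed by 9.18 points with sgRNA2 + ssODN, against 8.79 when shuffled. These values argue against a share of mutation frequency at that distance that is as strong as between IRs of like abundance, and a weaker relation, or one at shorter distance, stays open.

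Counting error was weighed as a technical explanation of the differences between IRs. With each read taken as a separate molecule, it gives 2.64% of the variance between IRs with sgRNA2-ssODN, the highest of the 3 assays. In the others it gives 1.60% and 1.14%. On that assumption, these shares argue against counting error. The paper's text does not name how the unique identifiers entered the counts, so the shares would be larger if molecules were counted more than once. Read totals might themselves depend on mutation frequency, so that IRs of like frequency would have like abundance. Among 8967 pairs of IRs with mutation frequencies within 3 points of each other in all 3 assays, the median distance of abundance profiles was 0.88 on the log2 scale, against 1.72 between all pairs, as read totals or clones would give. When the genomic DNA counts of the expression assay were shuffled only among IRs of such like frequency, the abundance groups accounted for at most 71.1% of their variance, against 85.9% unshuffled (one-sided p = 0.000999, the smallest that 1000 shuffles can give). At the 363 IRs with at least 100 reads in each reported assay, these values were 85.9% and 90.7%, with the same p. Both go against read totals as the whole cause, but IRs matched on frequencies from few reads can differ in their true frequency. At the 88 IRs with at least 300 reads the values were 95.4% and 94.8% (p = 0.0829), where the shuffles moved only 21.9% of IRs to another group, against 48.3% and 46.1% before, and had little room to differ. Because of this uncertainty of the matching, read totals and clones cannot be told apart here. Spearman's rho of reads per IR with mutation frequency was 0.614 with sgRNA3-ssODN, -0.171 with sgRNA2 + ssODN and -0.0895 with sgRNA2-ssODN. The read totals of these assays did not enter the abundance profiles.

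Differences between abundance groups may also hide a relation of IR expression with mutation outcome. Among 618 IRs in 43 groups of 5 or more, r of log2 IR expression with insertion frequency of sgRNA3-ssODN was 0.0833 across all of them and 0.344 within groups. For deletions of sgRNA3-ssODN it was -0.154 and -0.277. Both have an adjusted p of 0.00035 over 7 relations, from 10000 permutations within groups and the smallest p of 0.0001 they can give. Insertions of sgRNA2-ssODN had r = 0.117 within groups (adjusted p = 0.0149), and the other 4 relations did not pass. A candidate explanation is that transcribed IRs had more insertions and fewer deletions than silent IRs of the same clone, and whether transcription is the cause was not tested. IRs are not independent replicates in any of these tests.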
